# Revisiting the Soybean GmNAC Superfamily

**DOI:** 10.3389/fpls.2018.01864

**Published:** 2018-12-18

**Authors:** Bruno P. Melo, Otto T. Fraga, José Cleydson F. Silva, Dalton O. Ferreira, Otávio J. B. Brustolini, Paola A. Carpinetti, Joao Paulo B. Machado, Pedro A. B. Reis, Elizabeth P. B. Fontes

**Keywords:** NAC, soybean, phylogenetic analysis, senescence-associated genes, genome-wide expression profiling, GmNAC superfamily, transcriptional factors

## Abstract

The *NAC* (NAM, ATAF, and CUC) genes encode transcription factors involved with the control of plant morph-physiology and stress responses. The release of the last soybean *(Glycine max)* genome assembly (Wm82.a2.v1) raised the possibility that new NAC genes would be present in the soybean genome. Here, we interrogated the last version of the soybean genome against a conserved NAC domain structure. Our analysis identified 32 putative novel NAC genes, updating the superfamily to 180 gene members. We also organized the genes in 15 phylogenetic subfamilies, which showed a perfect correlation among sequence conservation, expression profile, and function of orthologous *Arabidopsis thaliana* genes and NAC soybean genes. To validate our *in silico* analyses, we monitored the stress-mediated gene expression profiles of eight new NAC-genes by qRT-PCR and monitored the GmNAC senescence-associated genes by RNA-seq. Among ER stress, osmotic stress and salicylic acid treatment, all the novel tested GmNAC genes responded to at least one type of stress, displaying a complex expression profile under different kinetics and extension of the response. Furthermore, we showed that 40% of the GmNACs were differentially regulated by natural leaf senescence, including eight (8) newly identified GmNACs. The developmental and stress-responsive expression profiles of the novel NAC genes fitted perfectly with their phylogenetic subfamily. Finally, we examined two uncharacterized senescence-associated proteins, GmNAC065 and GmNAC085, and a novel, previously unidentified, NAC protein, GmNAC177, and showed that they are nuclear localized, and except for GmNAC065, they display transactivation activity in yeast. Consistent with a role in leaf senescence, transient expression of GmNAC065 and GmNAC085 induces the appearance of hallmarks of leaf senescence, including chlorophyll loss, leaf yellowing, lipid peroxidation and accumulation of H_2_O_2_. GmNAC177 was clustered to an uncharacterized subfamily but in close proximity to the TIP subfamily. Accordingly, it was rapidly induced by ER stress and by salicylic acid under late kinetic response and promoted cell death *in planta*. Collectively, our data further substantiated the notion that the GmNAC genes display functional and expression profiles consistent with their phylogenetic relatedness and established a complete framework of the soybean NAC superfamily as a foundation for future analyses.

## Introduction

As sessile organisms, plants are exposed to various environmental adverse conditions including drought, salinity, pest, and pathogen attacks. To cope with these stress conditions, plants have evolved a sophisticated mechanism for the perception of stimuli and transduction of signals, which leads to the reprogramming of gene expression for adaptation. The knowledge about the molecular mechanisms by which plants avoid the stresses conditions and adapt themselves to maintain yield may allow the identification of molecular targets for genetic engineering of stress tolerance. In these cascades of signals, the transcription factors (TF) are among the most promising molecular targets to promote adaptive plant physiology changes.

Among the TF families, the plant-specific NAC (an acronym for NAC, ATAF and CUC) superfamily comprises one of the largest family of TFs (Shao et al., 2015). NAC TFs display a conserved amino-terminus, encompassing the DNA binding domain, and a rather variable carboxyl-terminus, which harbors a transcriptional regulatory domain with either repressing or activating functions (Aida et al., 1997; Olsen et al., 2005; Nakashima et al., 2011). A subset of NAC proteins may also exhibit protein binding activity and an additional transmembrane domain present in the membrane-tethered NAC proteins (Tran et al., 2009; Seo et al., 2010). The DNA binding domain, the NAC domain, which has been used as a template for the identification of NAC genes in different plant species, contains 150–200 conserved amino acids split into two exons that are further divided into five conserved subdomains, designated A-E.

The NAC genes were first identified as major players in plant development. Several NAC members have been functionally characterized in floral development (Sablowski and Meyerowitz, 1998), apical meristem formation (Hegedus et al., 2003; Hibara et al., 2003), lateral root development (Xie et al., 2000; Hao et al., 2011; Quach et al., 2014), growth hormone signaling (Xie et al., 2000; Fujita et al., 2004), cell-cycle control (Kim et al., 2006), secondary cell wall thickening and biogenesis (Mitsuda et al., 2005, 2007; Zhong et al., 2006; Mitsuda and Ohme-Takagi, 2008; Dong et al., 2013), and senescence (Guo and Gan, 2006; Kim et al., 2016). High-resolution temporal expression profiles revealed that a large fraction of NAC TFs is differentially expressed during several stages of natural leaf senescence in Arabidopsis (Breeze et al., 2011), suggesting that they play a crucial role in the regulation of senescence. Although functional information in developmental programmed leaf senescence is available for family members of different plant species (Guo and Gan, 2006; Kim et al., 2009; Balazadeh et al., 2010, 2011; Yang et al., 2011; Lee et al., 2012; Wu et al., 2012; Li et al., 2016b; Pimenta et al., 2016), demonstrating the biotechnological potential of the senescence NAC genes for seed yield (Liang et al., 2014), the repertoire of differential expressed senescence-associated NAC genes in the genome of relevant crops, including soybean, maize, and rice, remains to be determined.

From the pioneering studies of NAC TFs in developmental programs, the NAC TF function has expanded to include key regulators of plant defenses against environmental stresses; thereby, emerging as potential targets for engineering stress tolerance in crops (Nakashima et al., 2011; Puranik et al., 2012; Shao et al., 2015). The NAC TFs have also been shown to play relevant roles in the control of plant defenses against pathogens (Puranik et al., 2012), programmed cell death (Faria et al., 2011; Mendes et al., 2013; Mao et al., 2018) and endoplasmic reticulum stress (Yang et al., 2014a,b; Reis et al., 2016).

Concerning abiotic stress responses, the NAC genes have been primarily studied for drought tolerance. The functions of NAC TFs in the improvement of drought tolerance was firstly demonstrated in Arabidopsis by the overexpression of the *ANAC019, ANAC055*, and *ANAC072* genes (Tran et al., 2004, 2007). Abiotic stress-related functions of NAC TFs in various plant species, including important crops such as rice and wheat, have also been reported (Nakashima et al., 2007, 2011; Puranik et al., 2012), even in field trials (Hu et al., 2006; Redillas et al., 2012). Likewise, in soybean, GmNAC020 has been demonstrated to promote abiotic stress tolerance and lateral root formation in transgenic plants (Hao et al., 2011). Furthermore, by examining contrasting soybean genotypes for drought tolerance, a positive correlation between the expression of a subset of GmNACs and drought tolerance has been reported (Kim et al., 2006), further supporting the notion that GmNACs may be selected as a target for improving drought tolerance. The drought-sensitive (B217 and H228) and the drought-tolerant (Jindou 74 and 78) soybean cultivars have also been used to select GmNACs highly expressed in the drought-resistant soybean varieties (Hussain et al., 2017). The potential of NAC genes for tolerance to high salinity and cold has also been investigated in several plant species (Hu et al., 2006, 2008; Nakashima et al., 2007; Zheng et al., 2009; Takasaki et al., 2010; Hao et al., 2011; Song et al., 2011; Cao et al., 2017). However, most NAC transcription factors have not yet been functionally characterized, and the extension and complexity of the NAC family in the plant kingdom have not been thoroughly examined.

In soybean, the first study of NAC genes included the molecular cloning of six NAC genes designated as GmNAC1-6 (Meng et al., 2007). Subsequently, the expression of these genes in response to various stress conditions and hormone treatments was analyzed and the identification of 111 NAC genes in the soybean genome was reported (Pinheiro et al., 2009). These studies were expanded to cover the expression of 31 GmNAC genes at the seedling stage and under different stress conditions (Tran et al., 2009). A more complete genome-wide survey identified 152 full-length GmNAC TFs, including 11 membrane-bound members, and 31 drought-responsive GmNACs with some degree of tissue-specificity (Le et al., 2011). However, the dynamic of drought-responsiveness of GmNACs was found to be complex and integrated with tissue-specific and/or developmental stage-dependent expression profiles of these genes (Le et al., 2012). More recently, the number of membrane-bound NAC transcription factor (NTL) genes was expanded from 11 to 15 genes, from which seven duplicated genes were identified (Le et al., 2011; Li et al., 2016b). An evolutionary and functional analysis of the soybean membrane-bound NAC transcription factor genes indicated that their membrane release is essential for function and the duplicate genes diverge functionally, which contributes as an evolutionary driving force for the retention of these GmNTL duplicate genes (Li et al., 2016b). These recent studies together with the release of the last version of the soybean genome (version V11) indicate that the complete repertoire of the NAC genes in the soybean genome remains to be described.

The size of the NAC family has also been examined in Arabidopsis (111 genes), rice (151), maize (152), and other plant species (Shao et al., 2015). The family has been divided into subgroups based on phylogenetic relatedness, showing a clear relationship between structure and expression for representatives of each subgroup (Pinheiro et al., 2009). A common theme that has emerged from these genome-wide analyses and expression-profiling studies is that the plant NAC family is structurally and functionally conserved with a high degree of ascertaining for functional predictions of putative orthologs from different species. Accordingly, the full determination of the NAC superfamily among plant species is expected to accelerate the functional characterization of this extensive family of plant-specific TFs in relevant crops to which molecular tools are limited and hence functional studies are more difficult to pursue. In this study, we revisited the GmNAC family by using the most recent assembly of the soybean genome, which allowed us to perform a phylogenetic reconstruction of the family. Through this analysis, we identified 32 additional members of the soybean NAC family, which were clusters in the previously characterized subgroups of GmNACs based on phylogeny and expression analysis. We also confirmed the size of the membrane-tethered GmNACs, identified the GmNAC-associated senescence genes by genome-wide expression analyses and performed functional assays of cell death-associated gene representatives.

## Materials and Methods

### Phylogenetic Reconstruction of the Soybean NAC Superfamily

A revised soybean genome assembly (version Wm82.a2.v1-v11.0) released in 2015 in the Pthytozome database (www.phytozome.jgi.doe.gov) led us to investigate the existence of new NAC genes (complete ORFs) in the soybean genome. We used the Pfam (29.0-http://pfam.xfam.org/) NAC domain as the prototype sequence for searching against all deduced protein sequences from the last soybean genome assembly Wm82.a2.v1-v11.0 in the FASTA format. The sequences comparison was performed in InterProScan 5 (http://www.ebi.ac.uk/Tools/pfa/iprscan5/) software, and newly identified proteins, not described by Le et al. (2011), were grouped by ID number (Glyma v11.0 pattern), size (amino acid number), NAC domain position (the first and the least amino acids that characterize NAC domain), *E*-value (statistical significance), and transmembrane-domain probability (Supplementary Table 1). Only the sequences that contained a full-length NAC domain were used for the multiple alignments and phylogenetic analysis.

For the phylogenetic reconstruction of the soybean NAC superfamily, the *Arabidopsis thaliana* deduced NAC protein (available in Phytozome) sequences were used in a global alignment with all soybean full-length NAC sequences. The alignment was conducted using Muscle algorithm (http://www.ebi.ac.uk/Tools/msa/muscle/) and allowed not only a sequence-based comparison but also a function-based comparison, as *A. thaliana* NAC transcription factors have been well-characterized. To refine the phylogenetic reconstruction, *A. thaliana* ortholog proteins from EggNOG database (http://eggnogdb.embl.de/#/app/home) were individually compared with soybean proteins. The sequences were used to reconstruct the NAC soybean and Arabidopsis phylogenetic tree by the maximum likelihood statistical method with 10.000 bootstraps. The tree was edited using the FigTree (http://tree.bio.ed.ac.uk/software/figtree/) software.

### Distribution of the New NAC Genes in the Soybean Chromosomes

To determine the distribution of the NAC genes along 20 soybean chromosomes, the NAC domain sequence available on InterProScan database (code: IPR003441) was used as a guide and the analysis was performed using PLAZA 3.0 (Plant Comparative Genome-http://bioinformatics.psb.ugent.be/plaza/versions/plaza_v3_dicots/genome_mapping/index), which provides a schematic diagram of soybean chromosomes and the position of the guide-related genes. PLAZA's diagram and Phytozome ID NAC numbers were used to organize the superfamily in a schematic chromosome map.

### Synteny Analysis

The duplicated GmNAC CDS sequences were aligned with Clustal Omega (https://www.ebi.ac.uk/Tools/msa/clustalo) to predict the duplications/ paralogous pairs. The R package seqinr (http://seqinr.r-forge.r-project.org) was used to calculate the non-synonymous (Ka) and synonymous (Ks) rate ratio of the paralog genes. We used the same formula applied by Zhang et al. (2018) to calculate the divergence time [*T* = Ks/(2 × 6.1 × 10^−9^) × 10^−6^ Mya].

### Plant Growth Conditions and Stress Treatments

Soybean (*Glycine max*-Conquista) seeds were germinated and grown under greenhouse conditions (12 h of light, 15–30°C, 70% relative humidity). At the V2/V3 developmental stage, the roots were immersed in Hoagland Hydroponic Solution supplemented with 10% (w/v) PEG (molecular weight 8,000), 5 μg/mL tunicamycin (TUN) or 5 mM salicylic acid (SA) to induce osmotic, endoplasmic reticulum and biotic stress conditions, respectively. Dimethyl sulfoxide (DMSO) was used as a control for TUN treatment. Leaf disks from stressed and control leaves were collected at 0.5, 2, and 12 h post-treatment (for PEG treatment, a 24 h harvest time was included), immediately frozen in liquid nitrogen, and stored at −80°C until processing. For the analysis of gene expression of putative genes in different soybean vegetative tissues, samples of leaf disks (1 cm diameter), pivotal and lateral roots, stem's segments (1 cm), entire flowers and pods segments were collected and frozen in liquid nitrogen from R2/R3 developmental stage plants.

### RNA Extraction and cDNA Synthesis

For gene expression profile of putative new NAC genes under stress conditions, total RNA was extracted from the leaf disks using Trizol (ThermoFisher). For expression analysis, we used four biological replicates of a pool of 3 plants for each stress treatment. cDNA synthesis was performed with 4 μg of total RNA, 10 μM oligoDT (18T), 10 mM dNTPs, and 200U of MMLV reverse transcriptase, according to the manufacturer's instructions (ThermoFischer). The expression profile of NAC genes was also determined in different soybean tissues. For this analysis, three biological replicates of a pool of 5 plants for each vegetative collected tissue were used and 2 μg of RNA were used for cDNA synthesis. For the analysis of differential expression during senescence, cDNAs were prepared from leaves of plants 20 days after germination (DAG) and 80 DAG. In this case, 3 biological samples and 3 technical replicates for each treatment were used. cDNAs from RNA of stressed leaf disks were used for the isolation of ORFs from the drought-repressed GmNAC065, drought-induced GmNAC085 (Carvalho et al., 2014a) genes and the newly identified GmNAC177 (this work).

### Construction of Plasmids

All recombinant plasmids were obtained through the GATEWAY system (ThermoFisher). GmNAC065, GmNAC085, GmNAC177 coding regions were amplified by PCR from cDNA of stressed leaves using gene-specific primers harboring appropriate extensions and introduced by recombination into the entry vectors pDONR201 and pDONR207 and then transferred to pDEST22, pDEST32, and pEARLEY103/104. The PCR amplicons were purified from ethidium bromide-staining agarose gel by QIAquick Gel extraction kit (QIAGEN). After spectrophotometric quantification, 50 fmol of empty vector and PCR product were incubated at 25°C—with 1 μL of BpClonase (ThermoFisher) for 8 h. The same conditions were used to transfer the insert from pDONR201 or pDONR2007 to pDEST22, pDEST32 or pEARLEY103/104 using LrClonase enzyme (ThermoScientific). Recombination plasmids were transformed into *E. coli* DH5α and selected on LB-agar medium supplemented with 10 μM gentamicin (for pDONR207 or pDEST32), 100 μM kanamycin (for pDONR201 or pEARLEY103/104) or 100 μM ampicillin (for pDEST22). The resulting clones were confirmed by sequencing. Primers used and generated clones are described in Supplementary Tables 2, 3, respectively.

### Transient Expression and Subcellular Localization of Fused Proteins in *Nicotiana benthamiana*

To confirm the nuclear subcellular localization of NAC065, NAC085, and NAC177, the DNA constructions 35S:NAC065-GFP, 35S:NAC117-GFP or 35S:YFP-NAC085 were used to transfect *Nicothiana benthamiana* leaves by agroinfiltration. *Agrobacterium tumefaciens* GV3101 strain was transformed with pUFV2830, pUFV3007, or pUFV3008 (Supplementary Table 3) the bacterial suspension at O.D_600_ = 0.5 was mechanically inoculated in leaf abaxial surface. All three constructions were co-infiltrated with AtWWP1-mCherry (pUFV 2224), an *A. thaliana* nuclear marker gene (Silva et al., 2015; Calil et al., 2018). Three days after inoculation, 1 cm^2^ infiltrated leaf sections were analyzed under Zeiss LSM510 META Laser Confocal Microscopy. YFP and GFP were excited by argon/helium-neon laser system in 488 nm wavelength, and emission was collected in 500–530 nm band-pass filter, while mCherry was excited in 543 nm wavelength and emission collected in 596–638 nm band-pass filter. Images were captured and treated in LSM Image Browser 4 (Carl-Zeiss) software.

### Transactivation Assay in Yeast and Yeast-Two-Hybrid Assay

For transactivation assay in yeast cells, the NAC coding regions were fused to the GAL4 binding domain and transactivation of reporter genes were assayed in *Saccharomyces cerevisiae*, strain AH109 (MATa, Trp1-901, leu2-3, 112, ura3-52, his3-200, gal4Δ, LYS2::GAL1UAS-GAL1TATA-HIS3, MEL1 GAL2UAS-GALTATA::MELUAS- MEL1TATA-lacZ). AH109 competent cells were transformed with pBD-NAC065, pBD- NAC085, and pBD-NAC117 (Supplementary Table 3) or pBD (control), along with 100 μg of salmon sperm carrier DNA (ssDNA), using the lithium acetate/polyethylene glycol (PEG) method. Transactivation activity was monitored by placing different optical dilutions (O.D_600_ = 1.0, 0.1, and 0.01) of the transformant suspension on synthetic dropped (SD) medium lacking leucine and histidine but supplemented with 10 mM 3-amino-1,2,4-triazole (AT) *HIS3* gene-product competitive inhibitor and cultured for 3 days at 28°C. For the yeast two-hybrid assay, AH109 was cotransformed with pAD-NAC fusions and pBD-NAC fusions (Supplementary Table 3) and interactions were monitored by the ability of the reporter strain to grow on SD/-leu/-tryp/-his selective medium supplemented with 3-amino-1,2,4-triazole (10 mM).

### Quantitative RT-PCR

Real-time RT-PCR assays were performed with an ABI 7500 instrument (ThermoFisher) using SYBR Green PCR Master Mix (Life Technologies), gene-specific primers (Supplementary Table 4) and cDNA from stressed seedlings and R2/R3 plants under normal growth conditions. Three biological replicates (three unstressed or stressed seedlings) were used to obtain two independent mRNAs pools for the quantitative RT-PCR data with two technical replicates. Relative gene expression was quantified using the comparative 2^−ΔΔCt^ or ^2−ΔCt^ method for the analysis of stressed and control plants, respectively. *UKN-2* was chosen as the normalizer, endogenous control gene (Libault et al., 2008). Analysis of expression of *SMP* (seed maturation protein), a drought-induced gene, *CNX* (calnexin) and *PDI* (protein disulfide isomerase*)*, ER stress-responsive genes, and *PR-4 (*pathogenesis-related 4*)*, an SA-induced gene, were used as control genes for the respective stress treatments. The amplification reactions were performed as follows: 2 min at 50°C, 10 min at 95°C, and 40 cycles of 94°C for 15 s and 60°C for 1 min. The relative gene expression quantification was converted into a heat map using MORPHEUS (https://software.broadinstitute.org/morpheus/) software. Ct data and standard deviation were organized in Supplementary Tables 5, 6).

### RNA Sequencing Experiment

Fresh tissue (six 0.9 cm diameter disks) from the middle leaflet of third trifoliate and seventh trifoliate leaf of soybean plants was collected and stored at −80°C. Leaves were collected in two plant stages, vegetative stage three (V3) and reproductive stage seven (R7). For RNA-sequencing, wild-type plants (BR16) were used in biological triplicates. Total RNA was extracted using the Trizol reagent (ThermoFischer), as recommended by the manufacturer, followed by precipitation with isopropanol. The integrity and quality of the extracted RNA were monitored using the Agilent RNA 6000 assay on the Agilent Bioanalyzer 2100 system. The quantification of total RNA was obtained by Quant-iTRiboGreen RNA Assay Kit (ThermoFisher). The sequencing libraries were prepared with TruSeq® Stranded Total RNA Sample Preparation Kit (Illumina) using the LowSample (LS) Protocol, according to the manufacturer's recommendations. Additionally, ribosomal RNA was depleted through Ribo-Zero Deplete beads. One microgram total RNA per sample was used as input material for the RNA sample preparation, after treatment with DNase I Amplification Grade (ThermoFisher). The products were purified using AMPure XP system (Beckman Coulter, Beverly, MA) and quantified using the Agilent High Sensitivity DNA assay on the Agilent Bioanalyzer 2100 system.

The clustering of the index-coded samples was performed using the cBot Cluster Generation System with TruSeq PE Cluster Kit v3-cBot for 101 cycle paired-end reads (Illumina), according to the manufacturer's recommendations. The samples were sequenced on Illumina Hiseq 2500 platform (Illumina), and 100 bp paired-end reads were generated. The run was performed using the High Output mode.

For differential gene expression (DGE) analysis, it was applied the R/Bioconductor package DESeq2 for the normalization and statistical test (Love et al., 2014). The *p*-value was corrected by False Discovery Rate (FDR) and significance was considered with *p* < 0.05. To minimize false positive DE genes, the output of DESeq2 was applied to the Bioconductor package IHW that was used to do an independent hypothesis weighting (IHW). For the downstream analysis, the data were converted to SQL tables stored in PostgreSQL version 10.1 database. The Gene Ontology (GO) analysis was performed by the R/Bioconductor package GOstats (Falcon and Gentleman, 2007). For gene enrichment of GO terms, we used hypergeometric tests. The significant *p*-value for enrichment was *P* < 0.01. Pathway analyses were performed by the R/Bioconductor package path view (Luo and Brouwer, 2013). The orthology table was used by comparing *Glycine max* to the matched gene at *A. thaliana* database. Hence, the maps referred to Arabidopsis organism was applied using KEGG graphics. RNA-sequencing data have been deposited in the Gene Expression Omnibus under accession number GSE122915 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE122915).

### Transient Expression of GmNAC065, GmNAC085, and GmNAC177 in *Nicotiana benthamiana* and Cell Death Progression Analyses

Agrobacterium-mediated transient expression of NAC fusion in *N. Benthamiana* leaf epidermal cells was performed as described (Silva et al., 2015). GmNAC081 and NRP-B were used as positive control for the induction of cell death (Costa et al., 2008; Faria et al., 2011). Three days after infiltration, leaf disks were collected and used to quantify total chlorophyll and TBA-reactive compounds and for western-blotting of NAC proteins from total protein extracts. The leaves were used to observe the development of typical symptoms of cell death and to monitor hydrogen peroxide production by DAB staining.

Total chlorophyll content was determined spectrophotometrically after quantitative extraction from leaves (Wellburn, 1994). Briefly, leaf disks were weighted, and total chlorophyll was extracted with absolute ethanol, transferred to a dark tube, centrifuged at 12,000 g and quantified from the supernatant by spectrophotometry. Absorption values were collected at 645 nm and 663 nm and total chlorophyll expressed as μg/g.

TBA-reactive compounds were quantified as described by Cakmak and Horst (1991). Approximately 200 mg of leaves were homogenized in 2 ml of 0.1% (v/v) trichloroacetic acid (TCA) and then centrifuged at 12,000 g for 15 min. All steps were performed at 4°C. A 500 μL-aliquot of the supernatant was added to 1.5 ml of 0.5% (v/v) thiobarbituric acid (TBA) in 20% (v/v) TCA, and the samples were incubated at 90°C for 20 min. The reaction was stopped by incubation on ice followed by centrifugation for 4 min. The absorbance of the supernatant was measured at 532 nm, and the concentration of TBA-reactive compounds was calculated using the molar absorption coefficient of 155 mM^−1^ cm^−1^, according to Heath and Packer (1968).

For hydrogen peroxide staining, the infiltrated leaves were incubated during 8 h in a 3,3-diaminobenzamidine (DAB) solution (1 mg/mL-pH 3.8) under continuous agitation. After staining, the leaves were immersed in a 100% hot ethanol bath, rehydrated at 80% ethanol bath, followed by 70% ethanol, 50% ethanol and, finally, water.

### Statistical Analyses

All statistical analyses (ANOVA and *T*-test) were performed using the online software ANOVA calculator and *T*-test calculator (http://www.socscistatistics.com).

## Results

### Phylogenetic Reconstruction of the GmNAC Superfamily: Identification of New Members in the Soybean Genome

Due to the relevance of the NAC gene family in developmental programs and stress response, this large family of plant-specific TFs has been extensively studied in different plant species. The most complete description of the soybean superfamily was provided by Le et al. (2011), which described 152 members (with complete ORFs), from which 58 members were associated with dehydration response. Here, we used the NAC domain for searching against all deduced protein sequences from the last version of the soybean genome Wm82.a2.v1-v11.0. Our current wide-genome analysis revealed 32 new NAC candidate genes, not previously described (Le et al., 2011). A complete inventory of the GmNAC superfamily is presented in Supplementary Table 1, in which new, previously unidentified, members are highlighted in yellow. The nomenclature Glyma was provided by Phytozome and identifies the gene locus position among 20 soybean chromosomes. For standardization in scientific communication, in the previous nomenclature from Le et al. (2011), the NAC genes received an increasing number after the GmNAC prefix taking into consideration the order of the chromosome and locus position. To maintain the nomenclature of the 152 previously described NAC genes, the new NAC genes were numbered successively after GmNAC152 using the same system as in Le et al. (2011) (Table 1, Figure 1).

**Table 1:** New, previously unidentified, putative NAC genes.

**Glyma v11.0**	**Name**	**Length**	**NAC-domain**	***E*-value**	TM^***^	**Chromos**	**Subfamily**
Glyma.02G050100.1.p	GmNAC153	362	6–135	6.8E-53		II	VND-NAC
Glyma.02G284300.1.p	GmNAC154	320	22–149	1.0E-47		II	ONAC022
Glyma.03G164200.1.p	GmNAC155	296	10–138	6.7E-48		III	NAM
Glyma.03G179600.1.p	GmNAC156	287	11–138	9.4E-48		III	SNAC-B
Glyma.04G014900.1.p	GmNAC157	350	22–149	1.4E-49		IV	NAM
Glyma.04G175800.1.p^*^	GmNAC158	78	02–78	1.3E-21		IV	Senu5
Glyma.04G199000.1.p	GmNAC159	169	28–73	4.0E-11		IV	Senu5
Glyma.05G086000.1.p	GmNAC160	177	11–140	1.5E-48		V	SNAC-B
Glyma.05G108700.1.p	GmNAC161	212	18–98	6.4E-9		V	ANAC001
Glyma.06G014900.1.p	GmNAC162	374	22–149	1.6E-49		VI	NAM
Glyma.06G288500.1.p	GmNAC163	285	49–189	3.5E-30		VI	ANAC001
Glyma.07G04790.1.p^**^	GmNAC164	497	12–141	2.1E-44	470–492	VII	unnamed
Glyma.07G192900.1.p	GmNAC165	362	15–142	3.8E-51		VII	SNAC-B
Glyma.08G163100.1.p	GmNAC166	348	6–133	1.8E-54		VIII	SNAC-B
Glyma.10G077000.1.p	GmNAC167	128	11–128	1.3E-38		X	SNAC-B
Glyma.10G077400.1.p	GmNAC168	136	11–136	1.7E-43		X	SNAC-B
Glyma.10G197600.1.p	GmNAC169	448	5–97	2.1E-29	424–446	X	NAM
Glyma.10G204700.1.p	GmNAC170	422	56–195	1.5E-28		X	ANAC063
Glyma.12G003200.1.p	GmNAC171	356	9–138	3.2E-51		XII	VND-NAC
Glyma.12G145100.1.p	GmNAC172	180	11–138	1.6E-46		XII	SNAC-B
Glyma.12G160100.1.p	GmNAC173	133	2–115	5.2E-35		XII	Senu5
Glyma.12G186900.1.p	GmNAC174	493	17–143	8.8E-47	303–325	XII	OsNAC8
Glyma.13G294000.1.p	GmNAC175	279	48–188	6.1E-30		XIII	ANAC001
Glyma.14G140100.1.p	GmNAC176	373	27–154	4.8E-53		XIV	NAM
Glyma.16G016400.1.p	GmNAC177	267	11–140	1.0E-44		XVI	unnamed
Glyma.16G069300.1.p	GmNAC178	399	56–198	4.8E-27		XVI	ANAC063
Glyma.18G301500.1.p	GmNAC179	229	14–138	1.3E-49		XVIII	Senu5
Glyma.19G002900.1.p	GmNAC180	389	56–197	1.9E-28		XIX	ANAC063
Glyma.19G108800.1.p	GmNAC181	336	8–138	5.8E-51		XIX	SNAC-B
Glyma.19G165600.1.p	GmNAC182	294	10–138	4.1E-48		XIX	NAM
Glyma.19G195800.1.p	GmNAC183	254	4–134	7.5E-43		XIX	TERN
Glyma.20G175500.1.p	GmNAC184	341	19–147	1.6E-51		XX	VND-NAC

* Orange indicates truncated NAC proteins harboring just a full-length NAC domain.

** Purple denotes NAC proteins with a transmembrane segment.

*** *Transmembrane segment*.

**Figure 1:**
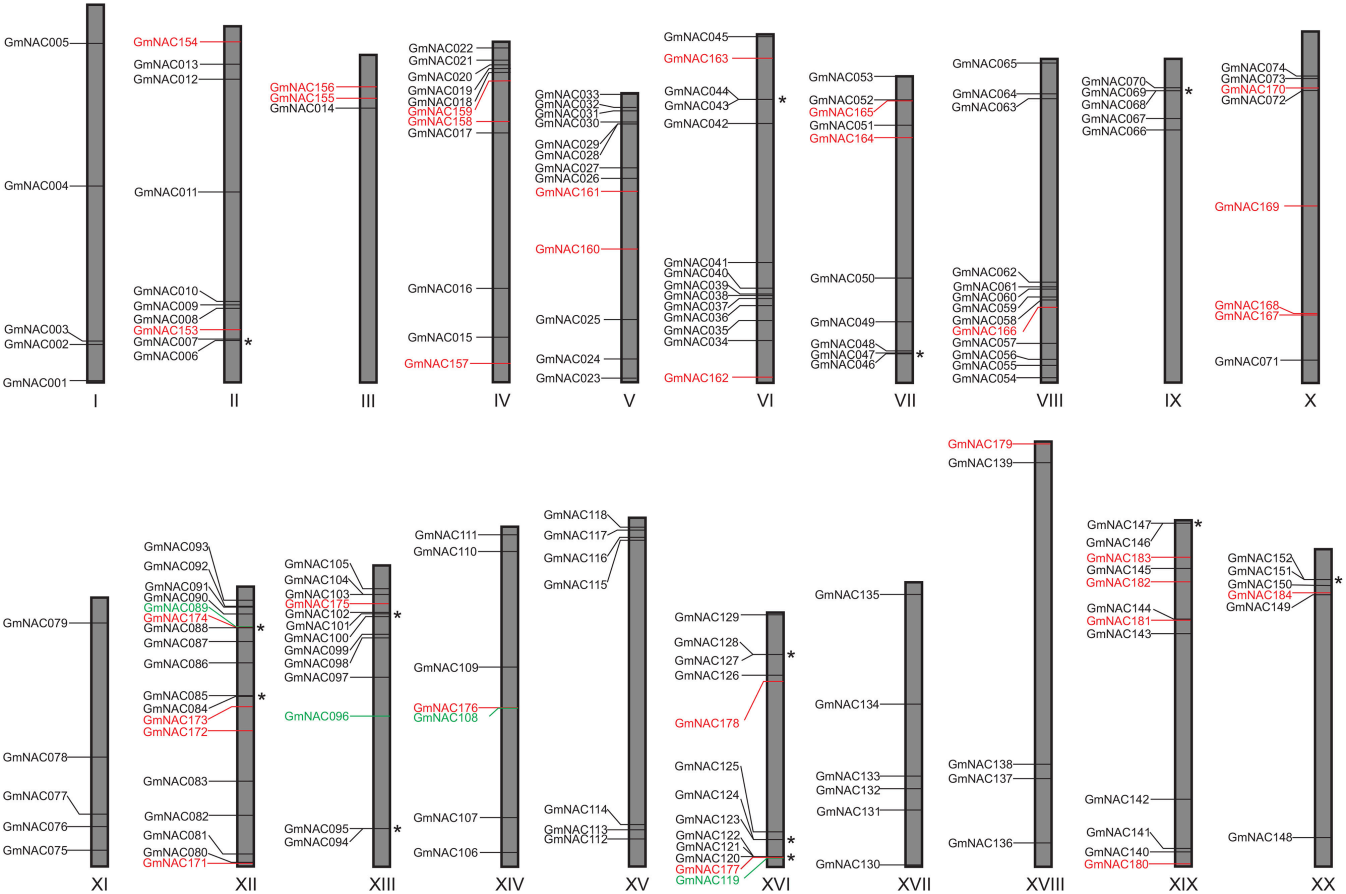
Graphical representation of the location for the GmNACs on the soybean chromosomes. Previously described genes are indicated in black, and the newly identified genes are in red. GmNACs in green represent the previously identified ones, which were no longer found in the soybean genome reassembly. The asterisks indicate tandem duplicated genes.

Among the 32 new genes identified, the genome analysis revealed 5 truncated NAC proteins (GmNAC158, GmNAC160, GmNAC167, GmNAC168, and GmNAC173), which harbor a complete NAC domain with the conserved sub-domains A–E (Olsen et al., 2005), but lack the C-terminus transactivation domain (Supplementary Table 1orange highlights). The presence of a full-length NAC domain in all new members was confirmed by multiple sequence alignment with the previously characterized GmNAC030 as a prototype (Supplementary Figure 1; Mendes et al., 2013). Most likely, these truncated GmNAC proteins represent either pseudogenes or transcriptional repressors, which retain the capacity to bind to promoters but are incapable of activating transcription. The previously described Gm*NAC089, GmNAC096, GmNAC108*, and *GmNAC119* genes were not found in the last version of the soybean genome (Supplementary Table 1-green highlights). According to the Phytozome's information (available in https://phytozome.jgi.doe.gov/pz/portal.html#!info?alias=Org_Gmax) the gene maintenance in a novel genome assembly requires that the coding nucleotide sequence (CDS) and deduced amino acid sequence share more than 90% sequence identity with the previous annotation. As a result, the NAC soybean superfamily was updated to 180 members, 148 already described and 32 novel members from this work.

The inventory of the soybean NAC superfamily from Le et al. (2011) demonstrated the presence of 11 transmembrane domain-containing transcription factors, which was later updated by Li et al. (2016b) to 15 putative membrane-tethered GmNAC proteins (NTL), including 3 novel identified ones and the GmNAC079, designated by Li et al. (2016b) as NTL8. Except for NTL5 whose pair (Glyma.16G016400) does not have a transmembrane (TM) segment, all the other 14 membrane-bound NACs are phylogenetically clustered in pairs and both duplicated genes have TM segments. This observation was reproduced in our phylogenetic analysis, which included the NAC genes from Arabidopsis (Figure 2).

**Figure 2:**
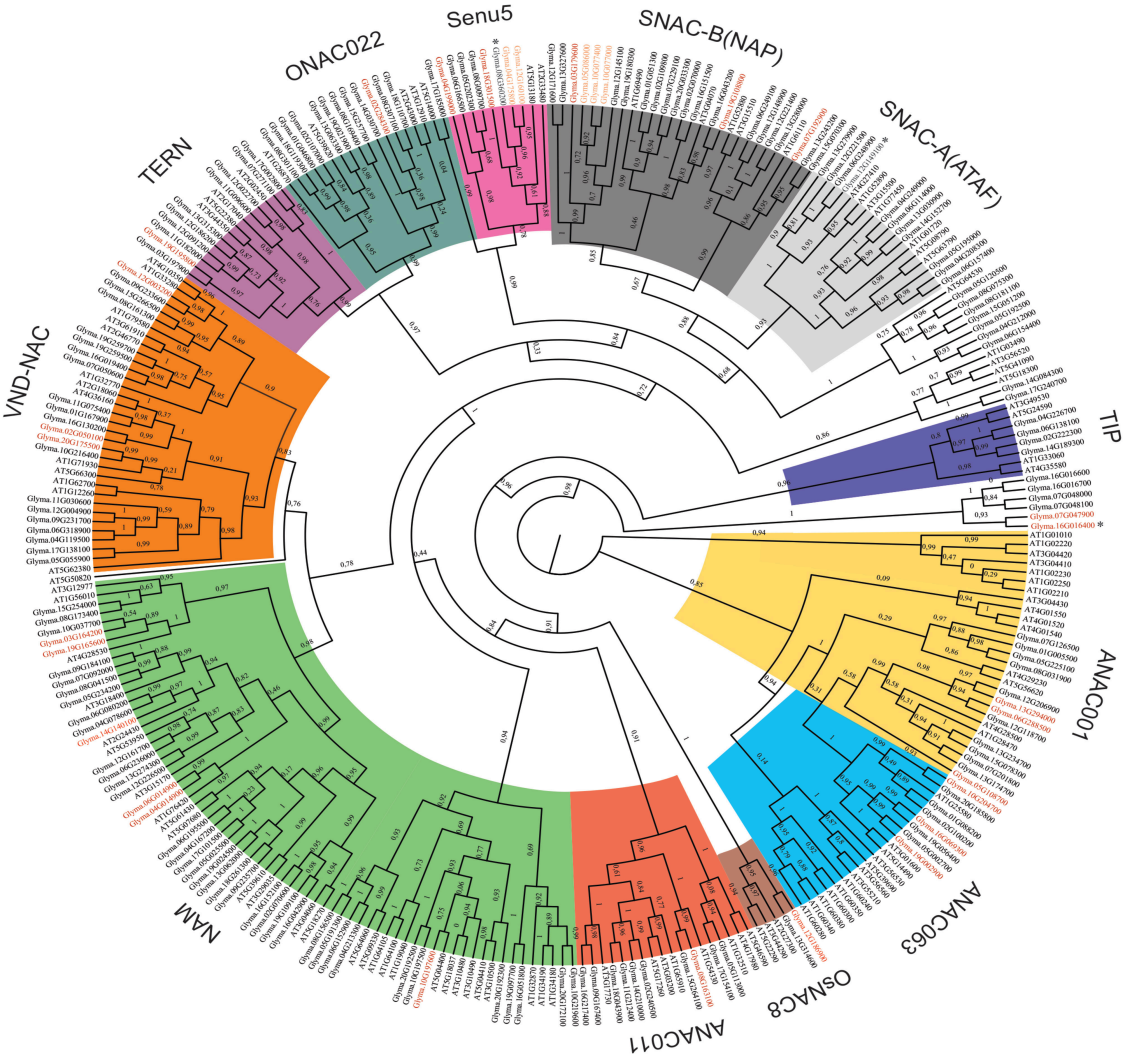
Phylogenetic reconstruction of the soybean and *Arabidopsis thaliana* NAC superfamily. All NAC deduced amino acid sequences from the soybean genome and the A*rabidopsis thaliana* genome were used to perform the phylogenetic analysis. Phylogenetic tree reconstruction was performed using the maximum likelihood statistical method with 10.000 bootstraps. NAC genes were grouped into 15 subgroups, including SNAC-A (ATAF—light gray), SNAC-B (NAP—dark gray), Senu5 (pink), ONAC022 (dark green), TERN (purple), VND-NAC (*vascular related NAC-*domain - orange), NAM (*no apical meristem* - light green), ANAC011 (red), OsNAC8 (brown), ANAC063 (light blue), ANAC001 (yellow), TIP *(turnip crinkle virus interaction protein* - dark blue) and unnamed groups (white). New putative NAC genes are shown in red. Asterisks indicate genes that were further characterized. Some possible pseudo-genes are shown in orange. The bootstrap score to each phylogenetic relation is shown at nodes.

The current phylogenetic analysis clustered the soybean NAC proteins into 15 subgroups with a high bootstrap score (>80%). This level of internal stability supported the classification of the soybean NAC superfamily into 15 subfamilies. The only exception was the ANAC063 subfamily that replicated with a low bootstrap score (0.14). Among them, 12 subfamilies were named according to previously characterized NAC clusters from Arabidopsis and rice and three subfamilies were unnamed because no reference of function or expression from these GmNACs was available (Ooka et al., 2003). The largest subfamily, NAM, comprises 23% of the NAC genes, followed by SNAC-B/NAP (12.8%) and VND-NAC (11.7%). The two least subfamilies were TIP (2.2%) and OsNAC8 (1.1%).

The 32 newly discovered GmNAC genes were distributed phylogenetically among the soybean NAC subfamilies and the soybean chromosomes (Figure 1, in red and Figure 2, in red and orange). The new mapped genes did not change the density of GmNACs among the 20 soybean chromosomes (chromosome 12 kept the highest number of GmNACs, 9.4%; Supplementary Figure 2) with an increment of three possible tandem duplications (in chromosomes X, XII, and XVI; Figure 1), which were not confirmed by the phylogenetic and synteny analyses (see *GmNAC174*, Glyma.12G186900, OsNAC8 subfamily and *GmNAC177*, Glyma.16G016400, unnamed subfamily; Figures 2, 3 and Table 2). For the new genes, the only possible tandem duplication confirmed by the synteny analysis refers to the pair *GmNAC167* (Glyma.10G077000) and *GmNAC168* (Glyma.10G077400) in chromosome X, SNAC-B(NAP) subfamily (Figure 3B). However, the inclusion of the new NAC proteins in our phylogenetic analysis showed that 21 of 32 new NAC genes were clustered in pairs, consistent with duplication events. The synteny-based analysis focused on the distribution of the new 32 genes on the genome (Figure 3A) and in the 21 duplicated pairs containing new NAC genes (Figure 3B and Table 2). The significant number of new NAC genes duplications had spread among the chromosome. A few syntenic groups have found at the chromosome X and XX as well as XII and XIII (Figure 3A). A striking feature of the soybean genome is the retention of extended blocks of duplicated genes with a low frequency for reversion to singletons (Schlueter et al., 2008). Concerning the membrane-tethered GmNAC (NTL) transcriptional factors, 14 of 15 GmNTLs are clustered as paralogs (Li et al., 2016b). An evolutionary and functional analysis of the soybean NTL genes, previously described, indicated that the duplicated genes diverge functionally, which contributes as an evolutionary driving force for the retention of these GmNTL duplicate genes (Li et al., 2016b). This precedent in the literature raised the possibility that other GmNAC pairs may exhibit partially overlapping but distinct functions.

**Figure 3:**
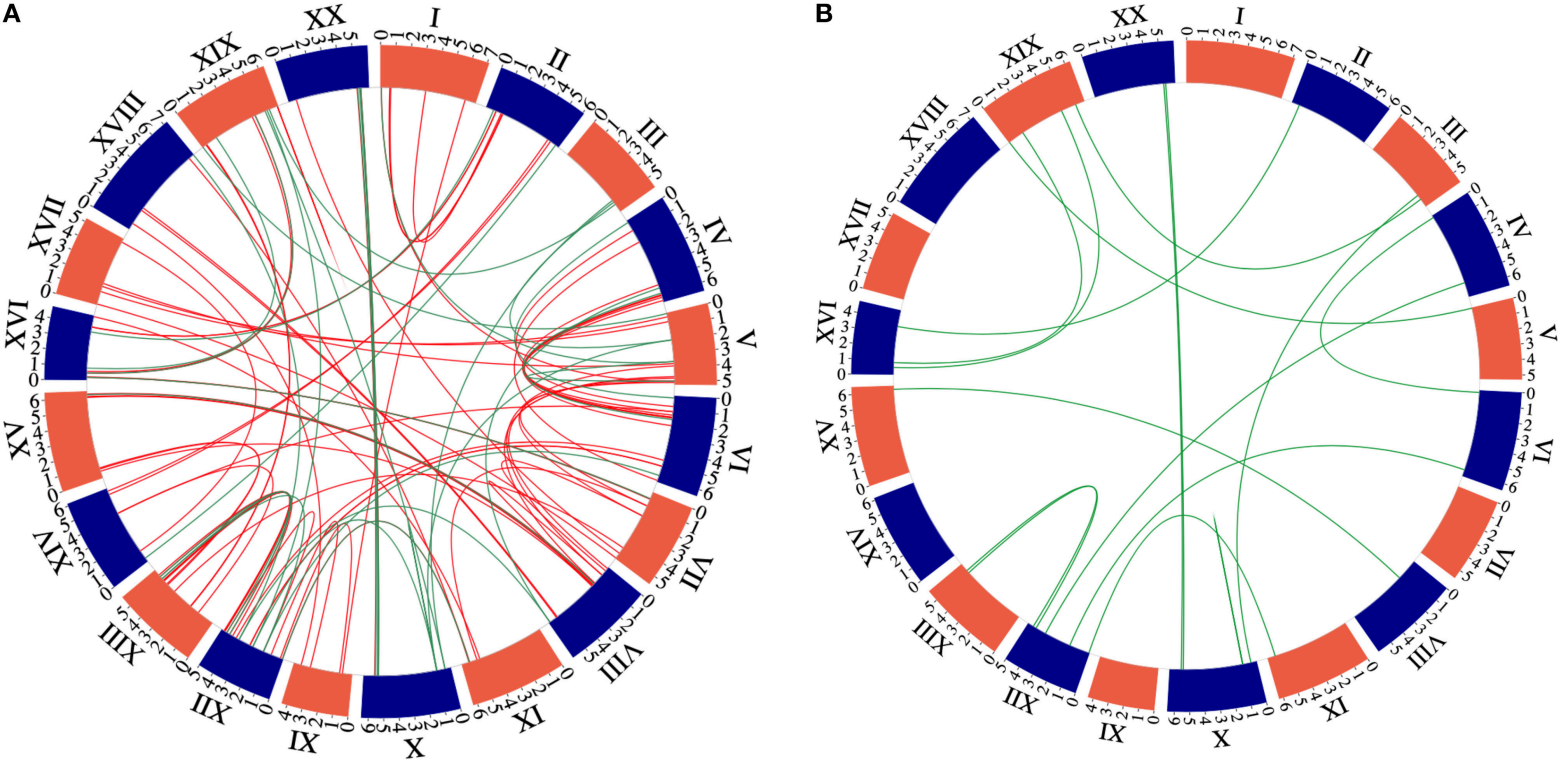
Circle plot of the soybean chromosomes and the GmNAC family. A. Circle plot of the soybean chromosomes showing the location of the new 32 NACs genes compared with the former NAC group. The green color represents 21 new NAC genes presented at the pairs of paralogous comparing with all NAC genes. We used the criterion of 80% identity to recover the paralogous pairs. B. Circle plot of soybean chromosomes and the 21 newly identified NAC genes displayed as duplicated gene pairs based on the phylogenetic analysis.

**Table 2:** Divergence between NAC gene pairs in soybean.

							**Duplication**		
Gene Name^*^	**Gene Name**	**Ka**	**SD**	**Ks**	***SD***	**Ka/Ks**	Date (Mya)^**^	**Selection**	*p*-value (FDR)^***^
Glyma.07G047900 (GmNAC164)	Glyma.16G016400 (GmNAC177)	0.05994566	0.0144061	0.1303571	0.0363278	0.459857269	10.69	Purifying	0.03557996
Glyma.12G206900 (GmNAC090)	Glyma.13G294000 (GmNAC175)	0.01789244	0.00727299	0.1173597	0.0337963	0.152458127	9.62	Purifying	0.05012003
Glyma.06G288500 (GmNAC163)	Glyma.12G118700 (GmNAC083)	0.01752367	0.00879841	0.2001884	0.0489479	0.087535891	16.41	Purifying	0.08495689
Glyma.10G204700 (GmNAC170)	Glyma.20G185800 (GmNAC150)	0.02990029	0.00760776	0.06833386	0.01774	0.437561847	5.60	Purifying	0.02610727
Glyma.16G069300 (GmNAC178)	Glyma.19G056400 (GmNAC142)	0.04890274	0.0105635	0.0998735	0.0245792	0.489646803	8.19	Purifying	0.02745994
Glyma.05G002700 (GmNAC025)	Glyma.19G002900 (GmNAC180)	0.05709798	0.0122494	0.08683529	0.0248523	0.657543494	7.12	Purifying	0.02610727
Glyma.12G186900 (GmNAC174)	Glyma.13G314600 (GmNAC103)	0.07831763	0.014255385	0.191407	0.040780976	0.409168056	15.69	Purifying	0.0429662
Glyma.08G163100 (GmNAC166)	Glyma.15G264100 (GmNAC117)	0.02198773	0.0070702	0.08570832	0.0238959	0.256541372	7.03	Purifying	0.03736929
Glyma.06G014900 (GmNAC162)	Glyma.04G014900 (GmNAC157)	0.05260988	0.011301031	0.07860409	0.024974149	0.669302068	6.44	Purifying	0.02610727
Glyma.03G164200 (GmNAC155)	Glyma.10G037700 (GmNAC071)	0.1584804	0.025821503	0.7327278	0.153642442	0.216288231	60.06	Purifying	0.20150153
Glyma.10G216400 (GmNAC073)	Glyma.20G175500 (GmNAC184)	0.02807372	0.00854546	0.1685033	0.0449916	0.166606351	13.81	Purifying	0.0644157
Glyma.02G050100 (GmNAC153)	Glyma.16G130200 (GmNAC126)	0.03756366	0.00954128	0.07316453	0.0223967	0.513413535	6.00	Purifying	0.02610727
Glyma.09G233600 (GmNAC069)	Glyma.12G003200 (GmNAC171)	0.007916301	0.0046751	0.06380496	0.0233777	0.124070307	5.23	Purifying	0.03736929
Glyma.03G197900 (GmNAC014)	Glyma.19G195800 (GmNAC183)	0.06498027	0.0164195	0.1111914	0.0379041	0.584400142	9.11	Purifying	0.02610727
Glyma.12G160100 (GmNAC173)	Glyma.04G175800 (GmNAC158)	0.00671151	0.0067342	0.02543455	0.01863	0.263873747	2.08	Purifying	0.02610727
Glyma.10G077000 (GmNAC167)	Glyma.10G077400 (GmNAC168)	0.0410012	0.0166212	0.02319112	0.0136607	1.767969809	1.90	Positive	0.02610727
Glyma.16G043200 (GmNAC124)	Glyma.19G108800 (GmNAC181)	0.0346605	0.0101229	0.1196774	0.0345572	0.289616085	9.81	Purifying	0.04214007

* The 21 duplicated genes retrieved from the gourp of the 32 new NACs are shown in red.

** Based on a rate of 6.1 × 10^−9^ substitutions per site per year, it was calculated the divergenece time (T) as T = Ks/(2 × 6.1 × 10^−9^) x 10^6^ Mya (Zhang et al., 2018).

*** *H0: Ka = Ks; The P-value corrected by false discover rate (FDR) was calculated based on multiple chi-square test*.

The soybean genome has undergone two duplication events, which occurred approximately 59 and 13 million years ago (Schmutz et al., 2010). As for the 21 duplicated gene pairs containing new NAC genes, except for 3 NAC gene pairs with a divergence period higher than 13 Mya, the remaining 18 duplicated gene pairs were formed by the second event of whole genome duplication of *Glycine max* (Table 2). The molecular evolution of the new NAC duplicated pairs were investigated by calculating the ratio of non-synonymous to synonymous substitutions (Ka/Ks). Only the duplicated gene pair Glyma.10G077000 (*GmNAC167*) / Glyma.10G077400 (*GmNAC168*) with a significant ratio Ka/Ks > 1 may have undergone a positive selection in soybean. The other 20 duplicated gene pairs had been under purifying selection in soybean, as suggested by their Ka/Ks ratio <1.

#### Organ- and Tissue-Specific Expression Profile of the 32 New NAC Genes

The NAC genes are involved in developmental programs and stress-response. To gain insights into potential developmental roles of the new NAC genes and to validate these new genes in the soybean genome, we analyzed the expression profile of these genes in different developmental stages and tissues based on publically accessed transcriptomes obtained from phytozome (Figure 4). These data were confirmed by qRT-PCR of a sub-set of NAC genes (Figure 5, Supplementary Figure 3 and Supplementary Table 5). All the newly identified NAG genes are expressed in some, but not all, tissues. A group of new NAC genes is highly expressed in most tissues, including *GmNAC158, GmNAC169, GmNAC174, GmNAC177, GmNAC179*, and *GmNAC181*, which was confirmed by qRT-PCR for *GmNAC169, GmNAC174*, and *GmNAC177* (Figure 5). There is also a group of newly identified GmNACs, which displays low transcript accumulation in all tissues analyzed (see the dark blue cluster of genes). Some genes displayed a distinct tissue-specific expression, suggesting different functions in development. While *GmNAC153* and *GmNAC166* are most expressed in roots, a sub-set of genes (*GmNAC155, GmNAC165*, and *GmNAC182*) is highly expressed in flowers, for example. Quantitative RT-PCR confirmed that the GmNAC165 transcript accumulates to high levels in flower (Figure 5 and Supplementary Figure 3).

**Figure 4:**
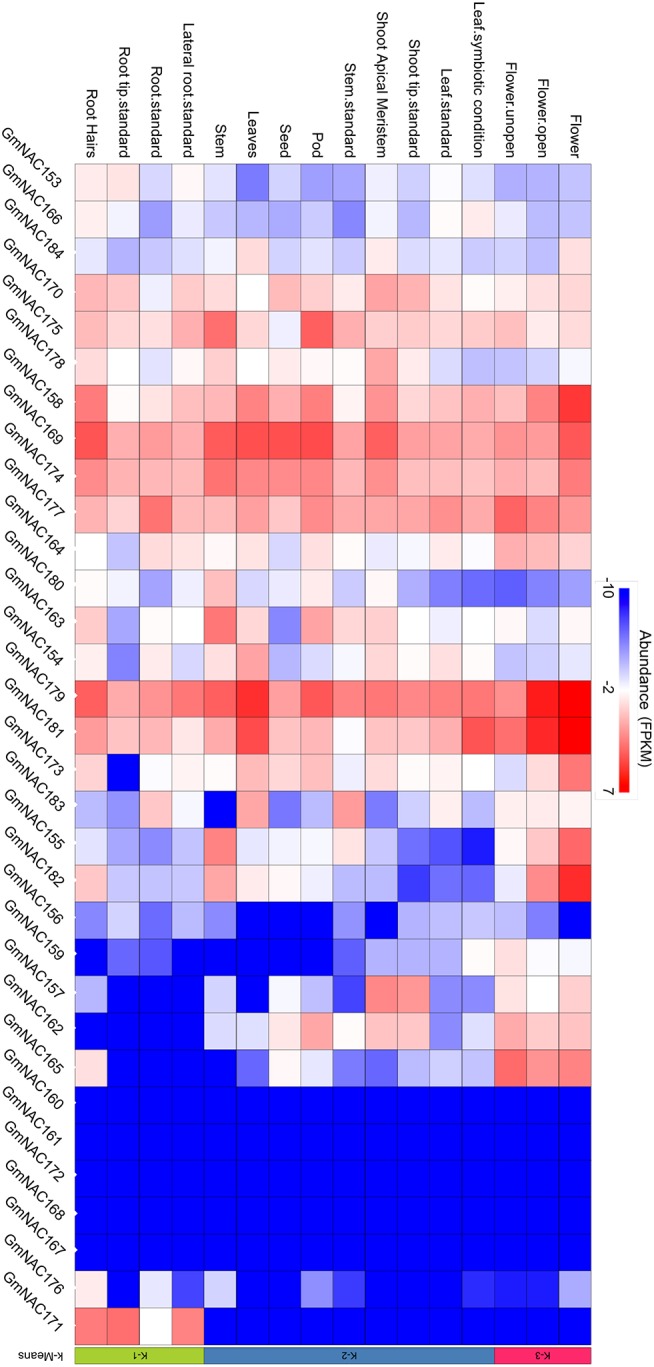
Organ and tissue-specific expression of the new NAC genes. The heat map plot was created by the PhytoMine tool (https://phytozome.jgi.doe.gov/phytomine/begin.do) presented at the Phytozome v12 website (https://phytozome.jgi.doe.gov). The heat map was built using all gene expression data at the database regarding tissue- and organ-specific expression.

**Figure 5:**
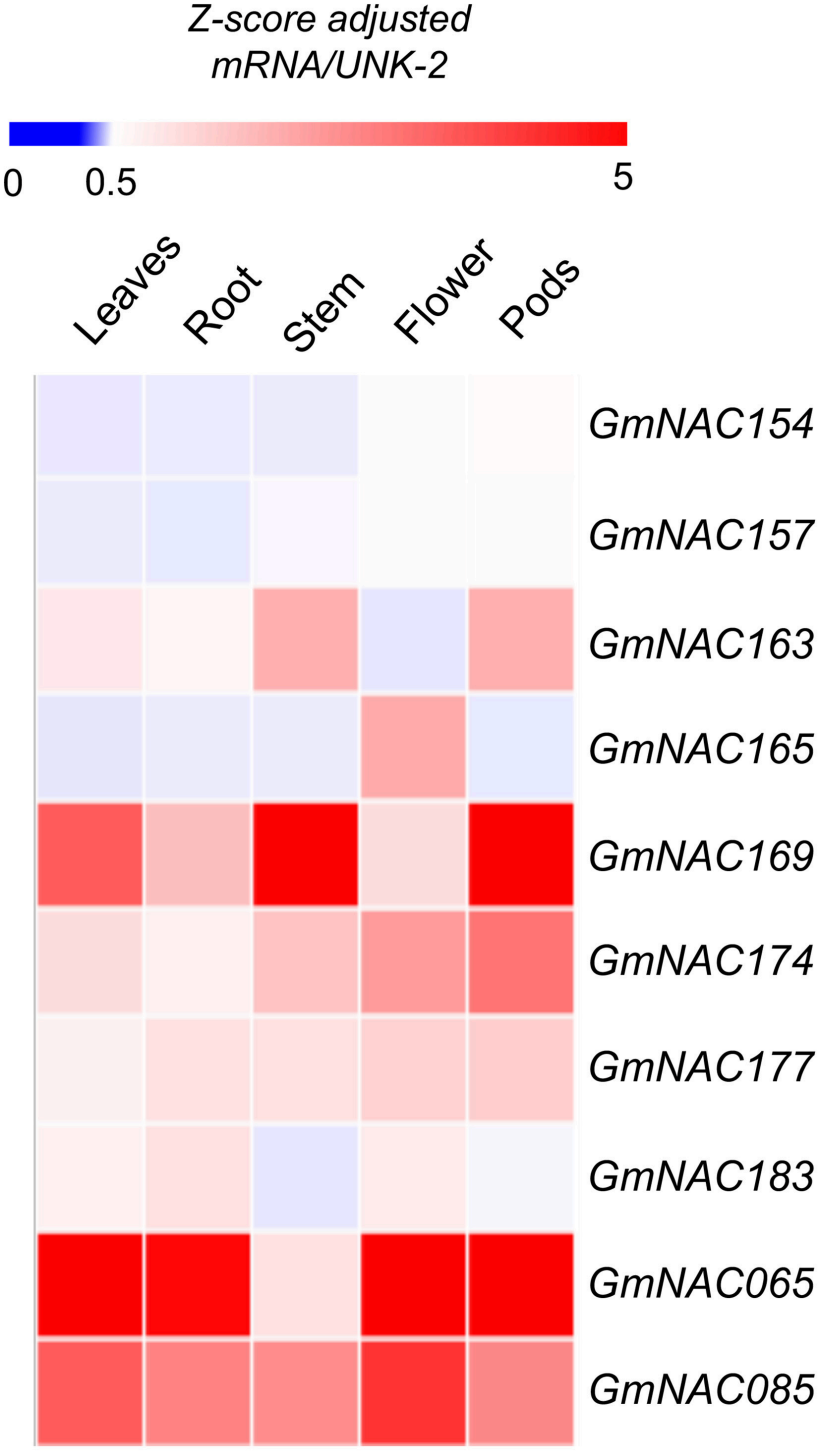
GmNAC gene expression profile in different soybean tissues. Heat map of 8 putative NAC genes in addition to GmNAC065 and GmNAC85. The expression levels of a randomly selected representative sample of new GmNAC genes were measured in R2/R3 plants under normal growth conditions by qRT-PCR. The *UNK-2* gene was used as endogenous control. The data displayed in the figure comprise the qRT-PCR from Supplementary Figure 3 and Supplementary Table 5.

Among the 32 new NAC genes, we observed 3 duplicated gene pairs containing only new NAC genes (Table 2). Except for the *GmNAC167*/*GmNAC168* pair which had undergone positive selection (Table 2), the other two pairs *GmNAC162*/*GmNAC175* and *GmNAC173*/*GmNAC158*, which had experienced purifying selection, exhibited distinct expression patterns in different tissues. This profile may suggest diversification in expression level, which may be associated with a certain degree of sub-functionalization as the mechanism for the retention of these duplicated GmNAC genes.

### Stress Regulation of a Representative Sample of the Newly Identified GmNAC Genes

Comparing Arabidopsis and soybean, several GmNAC subfamilies have undergone expansion after their speciation. The domestication process of soybean could account at least in part for this variation because some GmNACs have been linked to traits targeted by artificial selection such as drought tolerance and morphological adaptation (Dong et al., 2013; Thao et al., 2013; Thu et al., 2014; Hussain et al., 2017). These data suggest that the expansion of soybean NAC genes may reflect amplification or lineage-specific responses to various biotic and abiotic stress responses under the influence of artificial selection. In view of this observation, we next examined the stress-induced expression profile for a representative sample (eight genes) of the new NAC genes (Figure 6A). This quantitative expression analysis also allowed us to validate further these new genes in the soybean genome. Three-week-old soybean seedlings were treated with the osmotic-stress inducer PEG, the ER-stress inducer TUN, and the defense inducer SA. Three-period intervals after the treatment were chosen (0.5, 2, 12, and 24 h to PEG) to include a time range of early responses, intermediate responses, and late responses. We also examined the expression of the osmotic stress-induced control gene *SMP*, ER stress-induced control genes*, CNX* and *PDI*, and the SA-induced control *PR1* to monitor the effectiveness of the respective stress treatment (Supplementary Figure 4). All examined GmNACs were regulated by at least one of the stress treatments, confirming they are expressed in response to some stimulus (Figure 6B).

**Figure 6:**
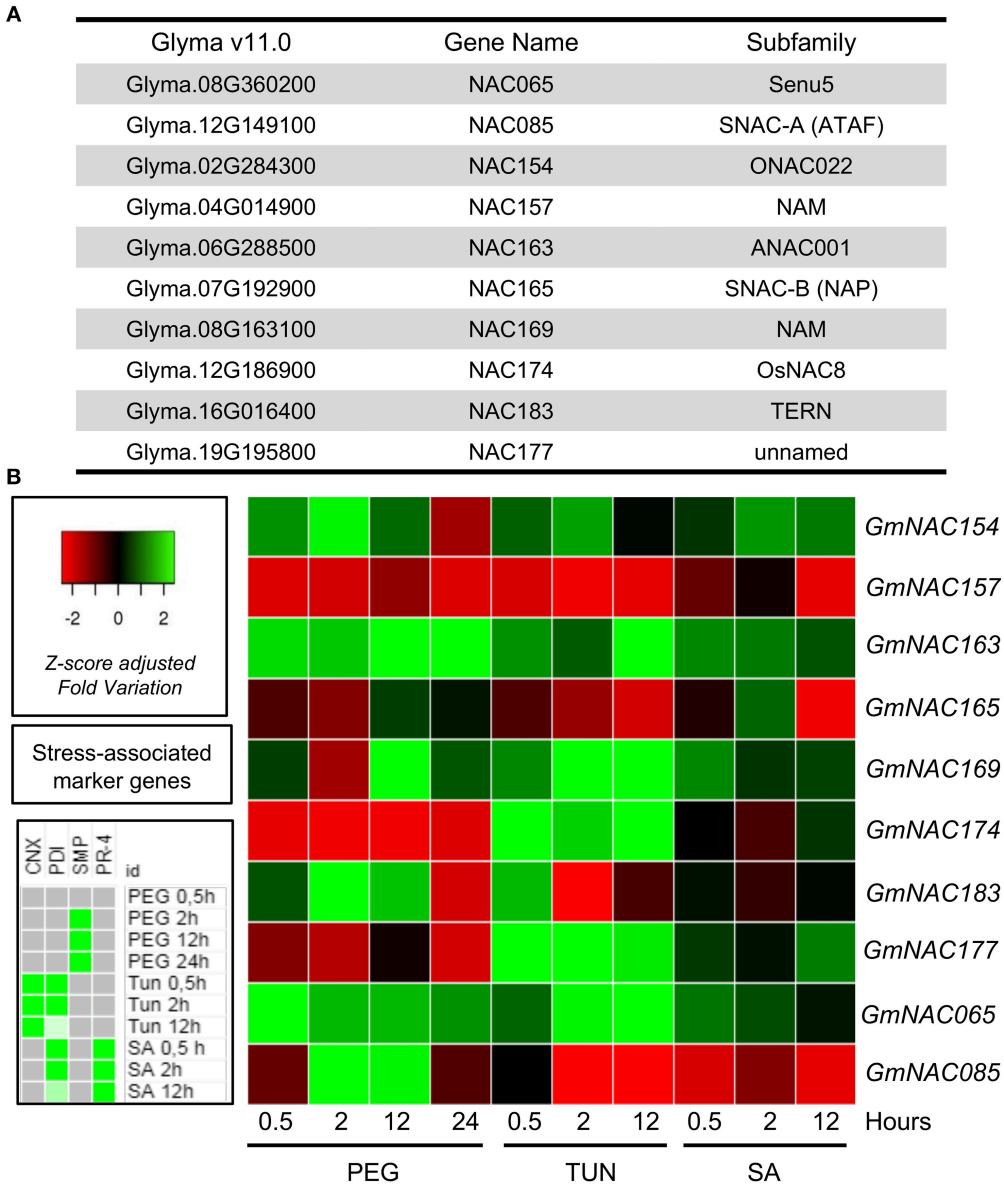
Expression patterns of new GmNACs during multiple stress. **(A)** The identity of the selected GmNAC genes. **(B)** Heatmap of the stress-induced expression of 8 new putative GmNAC genes, GmNAC065 and GmNAC85. For the expression analysis of randomly selected GmNACs, soybean seedlings were stressed with PEG (10%), tunicamycin (5 μg/mL) and salicylic acid (5 mM) for 0.5, 4 and 12 h (24 h, exclusively for PEG treatment) and the transcript accumulation was monitored by qRT-PCR. The *UNK-2* gene was used as endogenous control, and gene-associated stress markers were used to monitor the effectiveness of treatment (on the left). The data presented in the figure comprise the qRT-PCR from Supplementary Figures 4, 5 and Supplementary Table 6.

*GmNAC154, GmNAC163, GmNAC169*, and *GmNAC065* were up-regulated by PEG, TUN and SA, although to different extents and kinetics of induction (Figure 6, Supplementary Figure 5 and Supplementary Table 6). In contrast, *GmNAC157* was down-regulated by all stress treatments. The four up-regulated genes belong to subfamilies with stress-responsive members (Figure 6A), whereas *GmNAC157* is most related to AT1G76420 (*ANAC031*), also designated CUP-SHAPED COTYLEDON3 (*CUC3*), which has not been implicated in stress responses. It functions partially redundant with *CUC1* and *CUC2* in the establishment of the cotyledon boundary specification and the shoot meristem (Hibara et al., 2003; Vroemen et al., 2003).

The expression profile of *GmNAC174* and *GmNAC177* was similar, down-regulated by PEG, but up-regulated by TUN and SA, which was in marked contrast with *GmNAC085*. While *GmNAC085* belongs to SNAC-A (ATAF) subfamily, which harbors stress-responsive members, *GmNAC174* is closely related to the ER stress-induced *ANAC089* (AT2G22290) and *GmNAC177* clusters closely to the TIP subfamily with members involved in biotic interactions and immune response control. Therefore, they display a stress-responsive expression profile consistent with their subfamily classification.

*GmNAC165* was repressed by prolonged ER stress and SA treatment, which is consistent with its classification as a SNAC-B (NAP) member. GmNAC183, which is a member of the TERN subfamily, was rapidly (0.5 h) induced by PEG and TUN but repressed if the stress persisted. The members of the TERN subfamily GmNAC081 and ANAC36 has been shown to be induced by PEG and TUN (Reis et al., 2011, 2016; Mendes et al., 2013). Therefore, the stress-responsive expression profile of the novel GmNACs is consistent with their phylogenetic relatedness as they share similar expression profile with homologous genes of the soybean or other plant species that belong to the same subfamily.

### Genome-Wide Expression Analysis Uncovers an Extended List of Senescence-Associated GmNACs

High-resolution temporal expression profiles associate approximately one-third of Arabidopsis NAC genes with senescence (Breeze et al., 2011) and functional studies of a few members have been conducted confirming their crucial role in developmentally programmed senescence (Hickman et al., 2013; Kim et al., 2018). In addition to identifying new NAC genes in the soybean genome, we performed a transcriptomic analysis to examine the differential expression of GmNACs during natural leaf senescence. 

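Leaf RNA of the soybean cultivar BR16 was sequenced at 20 and 80 days after germination (DAG), with 3 libraries at each age. The disks came from the middle leaflets of the third and the seventh trifoliate leaves, at a vegetative stage (V3) for 20 DAG and at a late reproductive stage (R7) for 80 DAG. The deposited sample labels describe both ages as vegetative, and the stages of the paper are used here. Age and stage changed together between the 2 groups, so that their effects cannot be separated. The paper does not say which trifoliate leaf was taken at which stage, so leaf position may differ between the groups as well. Ribosomal RNA was depleted, stranded libraries were prepared from total RNA, and paired-end reads were generated. The authors deposited raw counts for 56044 genes of the Wm82.a2.v1 gene models, with no normalization. The paper's text does not name the aligner or the counting program. The libraries of 20 DAG held 12184798, 11900758 and 10758425 counts, and those of 80 DAG held 15883253, 13011060 and 12353418 counts. Replicates of one age differed by more than sampling noise, with a chi-square per degree of freedom between 7.22 and 45.3, so that no library was a copy of another. Counts were normalized with edgeR's TMM factors, and genes with low counts were removed with its default expression filter, which left 30058 genes. The 80 DAG libraries were compared with the 20 DAG libraries with edgeR's quasi-likelihood test, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called differentially expressed (DE), with no minimum fold change. The paper used DESeq2 followed by independent hypothesis weighting for this step. Normalized expression is given in CPM, edgeR's counts scaled to a common effective library size, as a mean with its SD over 3 libraries. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p below 0.1, and 10% of genes would have groups that do not overlap by chance.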

Remarkably, 44% of the GmNAC genes were differentially expressed (DE) at the onset of senescence [BR17_80d(R7)-BR16_20d(V3)], including eight (8) newly identified GmNACs (Figure 7, Supplementary Table 7). 

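All 180 GmNAC genes of Supplementary Table 1 were in the count table, and 27 of them had no count in any library. The expression filter kept 85 GmNAC genes. Of these, 48 were DE between 80 DAG and 20 DAG, which is 26.7% of the 180 genes and 56.5% of the genes tested. The expression values of the 2 ages did not overlap in 44 of the 48 DE genes. Among the other genes tested, 49.1% were DE, and the odds ratio of the GmNAC genes against them was 1.35 (Fisher's exact test, two-sided, p = 0.193). It was 1.65 with DESeq2 (Fisher's exact test, two-sided, p = 0.00522) and 1.97 at a log2 fold change of at least 1 (p = 0.00211), and its p was above 0.05 under the other alternatives. The number of DE GmNAC genes was 70 with DESeq2, the paper's package, 71 without the filter on low counts, 30 with at least 10 counts in every library and 29 at an adjusted p under 0.01. When the adjustment covered the GmNAC genes alone, 50 were DE. Libraries that share a replicate number did not deviate together (mean correlation of their deviations across genes −0.162). With the replicate number as a block 38 GmNAC genes were DE, of which 37 were also DE without it, and the odds ratio against the other genes was 1.27 (Fisher's exact test, two-sided, p = 0.316). Of the 32 newly identified genes, 8 had no count in any library and 8 passed the filter. Among these 8, GmNAC154, GmNAC169, GmNAC170, GmNAC179 and GmNAC181 were DE, and 4 newly identified genes were DE with the block. The paper counts the genes past its FDR threshold in the comparison of R7 with V3 leaves as senescence-associated, and relates the direction of change in their subfamilies to that of characterized regulators of leaf senescence.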

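Among the 48 DE GmNAC genes, 34 had higher expression at 80 DAG and 14 had lower expression. The up-regulated share was 70.8% in the GmNAC genes and 47.0% in all other DE genes, an odds ratio of 2.74 (Fisher's exact test, two-sided, p = 0.00121; genes are not independent replicates). With the replicate number as a block, 27 GmNAC genes were up-regulated and 11 were down-regulated, and the odds ratio was 3.03 (Fisher's exact test, two-sided, p = 0.00156). When genes with low counts were kept, the split was 41 up-regulated to 30 down-regulated, with an odds ratio of 1.70 (Fisher's exact test, two-sided, p = 0.0309; the p lay between 1.5e-05 and 0.0401 over all alternatives). Scaling by library size alone raised the up-regulated share of all DE genes from 47.1% to 54.4%, and moved the median log2 fold change of all tested genes from −0.02 to 0.21. Among DE genes with separate groups, the largest fitted log2 fold changes upward were those of GmNAC113 (Glyma.15G070300), at least 14.0-fold higher at 80 DAG, and GmNAC148 (Glyma.20G033300), at least 9.10-fold higher, both lower bounds because the 20 DAG libraries held at most 3 counts, followed by GmNAC030 with 4.62. The largest fitted log2 fold changes downward were those of GmNAC038 (Glyma.06G154400), at least 105-fold lower at 80 DAG, GmNAC048 (Glyma.07G050600), at least 9.28-fold lower, and GmNAC083 (Glyma.12G118700), at least 4.79-fold lower. The lower bounds do not establish this order, and DE genes with more counts at both ages changed by more than some of these bounds. The 20 DAG libraries of GmNAC038 were themselves far apart, with 19, 647 and 257 counts.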

In this set of senescence DE GmNAC genes, the up-regulated changes predominated over the down-regulated changes (Figure 7A). Among the up-regulated genes, GmNAC030 (SNAC-A/ATAF subfamily) and GmNAC081 (TERN subfamily) have already been demonstrated to be induced by leaf senescence (Carvalho et al., 2014b) and GmNAC081 functions as a positive regulator of developmentally programmed leaf senescence (Pimenta et al., 2016). 

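GmNAC030 (Glyma.05G195000, chromosome 5) rose from 6.00 ± 3.69 CPM (SD, n = 3) at 20 DAG to 148 ± 105 (SD, n = 3) at 80 DAG. Its log2 fold change was 4.62 (standard error 0.89, adjusted p = 0.00476 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The replicates of 80 DAG differed widely, with 4261, 372 and 2647 raw counts, but each was above the highest 20 DAG library, which had 95. GmNAC081 (Glyma.12G022700, chromosome 12) rose from 9.45 ± 2.74 to 59.5 ± 39.4 CPM (SD, n = 3 each), a log2 fold change of 2.65 (standard error 0.59, adjusted p = 0.00882 from the same test). With the replicate block, the adjusted p was 0.0309 for GmNAC030 and 0.0409 for GmNAC081. Over the 13 alternatives tried for each gene, it ranged from 9.18e-09 to 0.0309 for GmNAC030 and from 2.71e-05 to 0.0409 for GmNAC081.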

The results of RNA-seq were further confirmed by qRT-PCR targeting a representative sample of senescence-induced and senescence-repressed genes (Figure 7B, Supplementary Table 9). During senescence, *GmNAC065, GMNAC154* and *GmNAC183* were induced, whereas *GmNAC163*, and *GmNAC169* were down-regulated as demonstrated by RNA-seq.

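GmNAC065 (Glyma.08G360200) had 19.2 ± 2.64 CPM (SD, n = 3) at 20 DAG and 26.2 ± 5.80 (SD, n = 3) at 80 DAG. Its log2 fold change of 0.45 (standard error 0.20) had an adjusted p of 0.111 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and was not past the threshold, and the replicates of the 2 ages overlapped. GmNAC154 (Glyma.02G284300) rose from 2.42 ± 1.34 to 13.8 ± 6.49 CPM (SD, n = 3 each), a log2 fold change of 2.51 (standard error 0.51, adjusted p = 0.00619). GmNAC169 (Glyma.10G197600) fell from 27.0 ± 3.42 to 18.1 ± 0.946 CPM (SD, n = 3 each), a log2 fold change of −0.58 (standard error 0.15, adjusted p = 0.0179). With the replicate block, the adjusted p was 0.0161 for GmNAC154 and 0.0665 for GmNAC169. Over the 13 alternatives it ranged from 3.28e-05 to 0.0236 for GmNAC154 and from 0.0100 to 0.274 for GmNAC169, which passed the threshold under 8 of them. GmNAC163 (Glyma.06G288500) and GmNAC183 (Glyma.19G195800) had too few counts for the expression filter, so their p-values come from the fit without it. GmNAC163 had 5, 13 and 10 counts at 20 DAG and none in the 3 libraries of 80 DAG, which makes it at least 3.43-fold lower at 80 DAG (adjusted p = 0.00306 in the fit without the filter and 0.0287 with the replicate block as well). GmNAC183 had 0, 4 and 2 counts at 20 DAG and 74, 8 and 51 counts at 80 DAG, a log2 fold change of 3.89 (standard error 0.86, adjusted p = 0.00752 without the filter and 0.0320 with the replicate block as well). Over 10 alternatives, the adjusted p ranged from 0.000134 to 0.0287 for GmNAC163 and from 0.000407 to 0.0320 for GmNAC183. The paper's qRT-PCR fold changes in Supplementary Table 9 are 0.80 for GmNAC065, 1.63 for GmNAC154, −0.81 for GmNAC169, −9.44 for GmNAC163 and 0.78 for GmNAC183 on the log2 scale, in the direction of the RNA-seq value for all 5 genes.

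**Figure D1:**
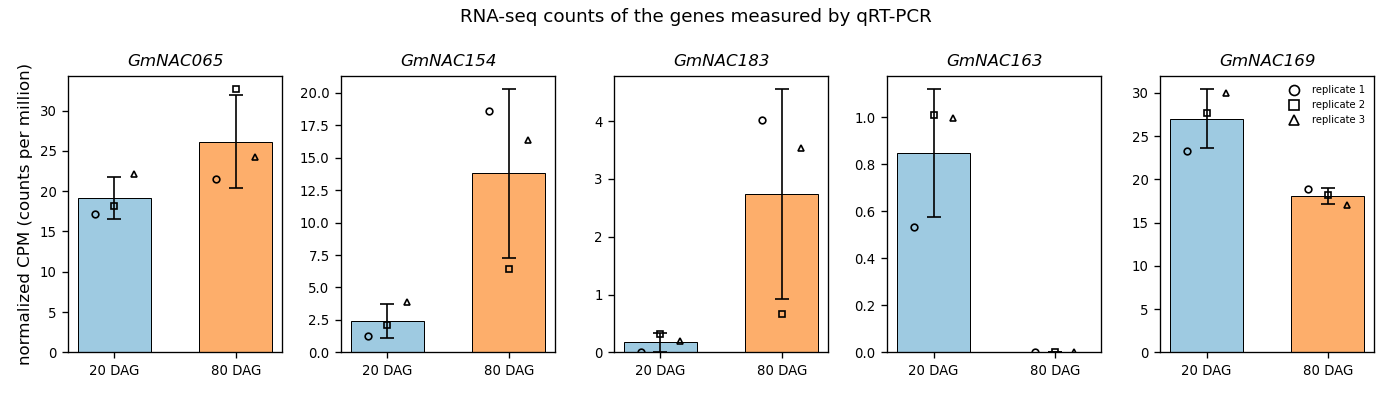
Normalized CPM (vertical axis, from 0, a separate scale for each gene) of the genes measured by qRT-PCR at 20 DAG and 80 DAG. Bars are means of 3 libraries, error bars are SD, drawn no lower than 0, and symbols are single libraries; GmNAC163 is at 0 in the 3 libraries of 80 DAG, and the libraries of GmNAC065 overlap between the ages.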

**Figure 7:**
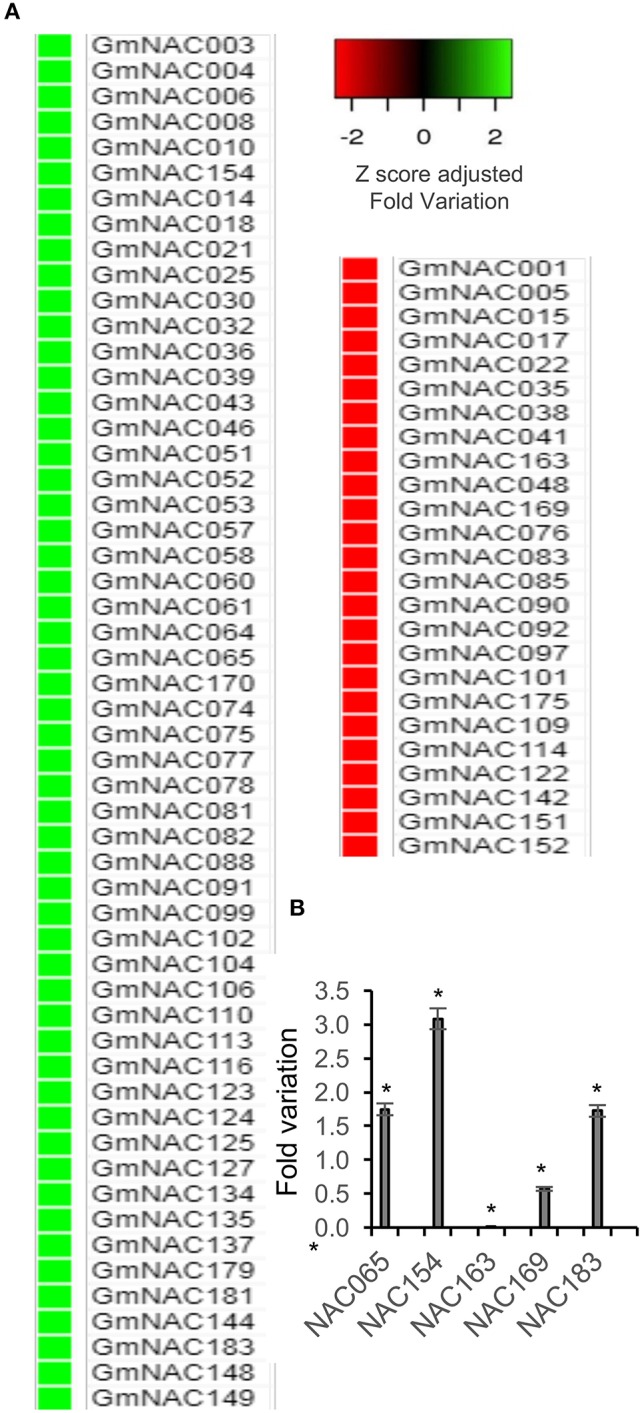
Expression profile of NAC genes during natural leaf senescence in soybean. **(A)** Heatmap of senescence-associated GmNAC genes. The data presented in the figure comprise an RNA-seq analysis showing the differential expression of NAC genes in BR16_80d (R7)-BR16_20d(V3). **(B)** Senescence-induced variation of expression for representative senescence-associated NAC genes. Total RNA was isolated from 20 DAG to 80 DAG soybean leaves and the transcript accumulation of the indicated genes was measured by qRT-PCR. *UKN-2* was used as the normalizer, endogenous control gene. Relative gene expression was quantified using the comparative 2^−ΔΔCt^ method. The bars indicate standard-error and the asterisks indicate statistical significance by the *t*-test, (*P* < 0.05, *n* = 3).

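Counted over all members of each subfamily of Figure 2, DE genes made up 72.7% of SNAC-A (ATAF) (8 of 11 genes), 60.0% of TERN (6 of 10), 50.0% of ANAC063 (4 of 8), 50.0% of OsNAC8 (1 of 2) and 50.0% of TIP (2 of 4). In SNAC-A (ATAF) all 11 members had enough counts to be tested, and GmNAC035, GmNAC043 and GmNAC085 were not past the threshold of edgeR's quasi-likelihood test. In TERN, GmNAC053 and GmNAC130 were tested and not DE, and GmNAC088 and GmNAC183 had too few counts to be tested. GmNAC088 had 1, 0 and 3 counts at 20 DAG and 56, 1 and 61 counts at 80 DAG. In TIP, GmNAC021 rose by 1.12 on the log2 scale (standard error 0.26, adjusted p = 0.0104 from the same test with Benjamini-Hochberg adjustment) and GmNAC036 by 1.72 (standard error 0.24, adjusted p = 0.00137), whereas GmNAC110 changed by 0.77 (standard error 0.39, adjusted p = 0.141) and GmNAC012 by 0.50 (standard error 0.33, adjusted p = 0.239). With the replicate block, the number of DE genes was 6 in SNAC-A (ATAF), 4 in TERN and 2 in TIP. DESeq2 called 10 genes of SNAC-A (ATAF), 7 of TERN and 2 of TIP, and without the filter on low counts 9, 8 and 2 genes were DE.

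**Figure D2:**
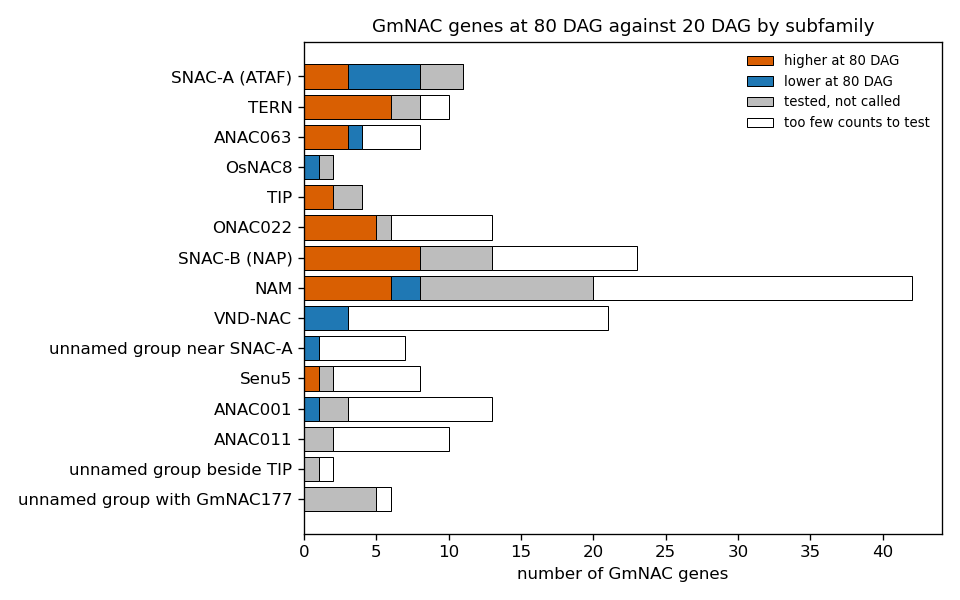
Number of GmNAC genes (horizontal axis) in each subfamily of Figure 2, divided into genes with higher expression at 80 DAG, genes with lower expression at 80 DAG, genes tested and not called DE, and genes with too few counts to test. In SNAC-A (ATAF) 3 genes were higher and 5 lower, in TERN 6 were higher, and in VND-NAC only 3 of the 21 members could be tested.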

The most represented subfamily of senescence-associated genes was the SNAC-A (ATAF) family (90%) followed by TERN (80%) and TIP (75%). 

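In the OsNAC8 subfamily, GmNAC103 (Glyma.13G314600) had 4.60 ± 0.509 CPM (SD, n = 3) at 20 DAG and 2.12 ± 0.296 (SD, n = 3) at 80 DAG. Its log2 fold change was −1.12 (standard error 0.22, adjusted p = 0.00504 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 0.0278 with the replicate block, and 0.00234 to 0.0298 over 13 alternatives). The other member, GmNAC174 (Glyma.12G186900), changed by −0.22 (standard error 0.16, adjusted p = 0.287; 0.406 with the replicate block, and 0.181 to 0.977 over 13 alternatives). Of the 10 members of ANAC011, only GmNAC026 and GmNAC133 had enough counts to be tested, and neither was DE. Their log2 fold changes were 0.46 (standard error 0.44, adjusted p = 0.416) and −0.25 (standard error 0.28, adjusted p = 0.496), and 0 of the 2 genes had an unadjusted p under 0.05. For the other members of ANAC011, a change was not detectable at this depth.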

No senescence-associated NAC gene was detected in subfamilies OsNAC8 and ANAC011 (Supplementary Table 8). All the senescence DE genes from subfamilies SNAC-B (NAP), TERN, TIP, and Senu5 were up-regulated during senescence. Accordingly, the representative type of the SNAC-B(NAP) subfamily, AtNAP, has been shown to function as a positive regulator of leaf senescence (Guo and Gan, 2006) and representatives of the TERN subfamily, like GmNAC081, have also been shown to control leaf senescence (Pimenta et al., 2016).

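In SNAC-B (NAP), 8 of 23 genes were DE and all 8 were up-regulated. Apart from GmNAC113 and GmNAC148, whose 20 DAG libraries held at most 3 counts, their log2 fold changes ran from 0.81 for GmNAC102 to 3.65 for GmNAC124. In TERN, the 6 DE genes rose by 1.48 (GmNAC104) to 4.51 (GmNAC082) on the log2 scale, and in TIP both DE genes rose. In these 3 subfamilies no DE gene was down-regulated under any alternative, other scalings of the libraries included. Among the 8 members of Senu5, 2 were tested and 1 was DE. This gene, GmNAC179 (Glyma.18G301500), rose from 12.0 ± 1.55 to 57.8 ± 6.39 CPM (SD, n = 3 each), a log2 fold change of 2.27 (standard error 0.18, adjusted p = 0.000147 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p of GmNAC179 was 0.00303 with the replicate block, the highest of the 13 alternatives, which went down to 1.66e-26. When genes with low counts were kept, 2 other members of Senu5 were DE and down-regulated. GmNAC033 (Glyma.05G202300) had 5, 4 and 6 counts at 20 DAG and none at 80 DAG (at least 1.95-fold lower, adjusted p = 0.00870), and GmNAC054 (Glyma.08G009700) had 5, 3 and 2 counts against 0, 0 and 1 (at least 1.30-fold lower, adjusted p = 0.0400). In the same fit with the replicate block, the adjusted p was 0.0623 for GmNAC033 and 0.121 for GmNAC054.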

### Biological and Biochemical Properties of Previously Uncharacterized GmNAC Genes

Based on expression profiles and phylogenetic relatedness between already characterized *A. thaliana* NACs and the homologous soybean genes, one can formulate a hypothesis about their precise functions. We examined next the biochemical and biological properties of two uncharacterized NAC genes, *GmNAC065* (Glyma.08G360200; Senu5) and *GmNAC085* [Glyma.12G149100; SNAC-A (ATAF)], in addition to *GmNAC177* (Glyma.16G016400; unnamed subfamily) as a representative of the novel NAC genes. We showed first that all three NAC genes are nuclear localized, as the fluorescence of transiently expressed GFP-fused NAC genes (GmNAC065-GFP, GmNAC085-GFP, and GmNAC177-GFP) concentrated in the nucleus and co-localized with a nuclear marker gene, which was fused to mCherry (Figure 8; Calil et al., 2018). The fluorescence from the expression of GFP alone displayed a different pattern and concentrated in the cytosol and nucleus (Supplementary Figure 6).

**Figure 8:**
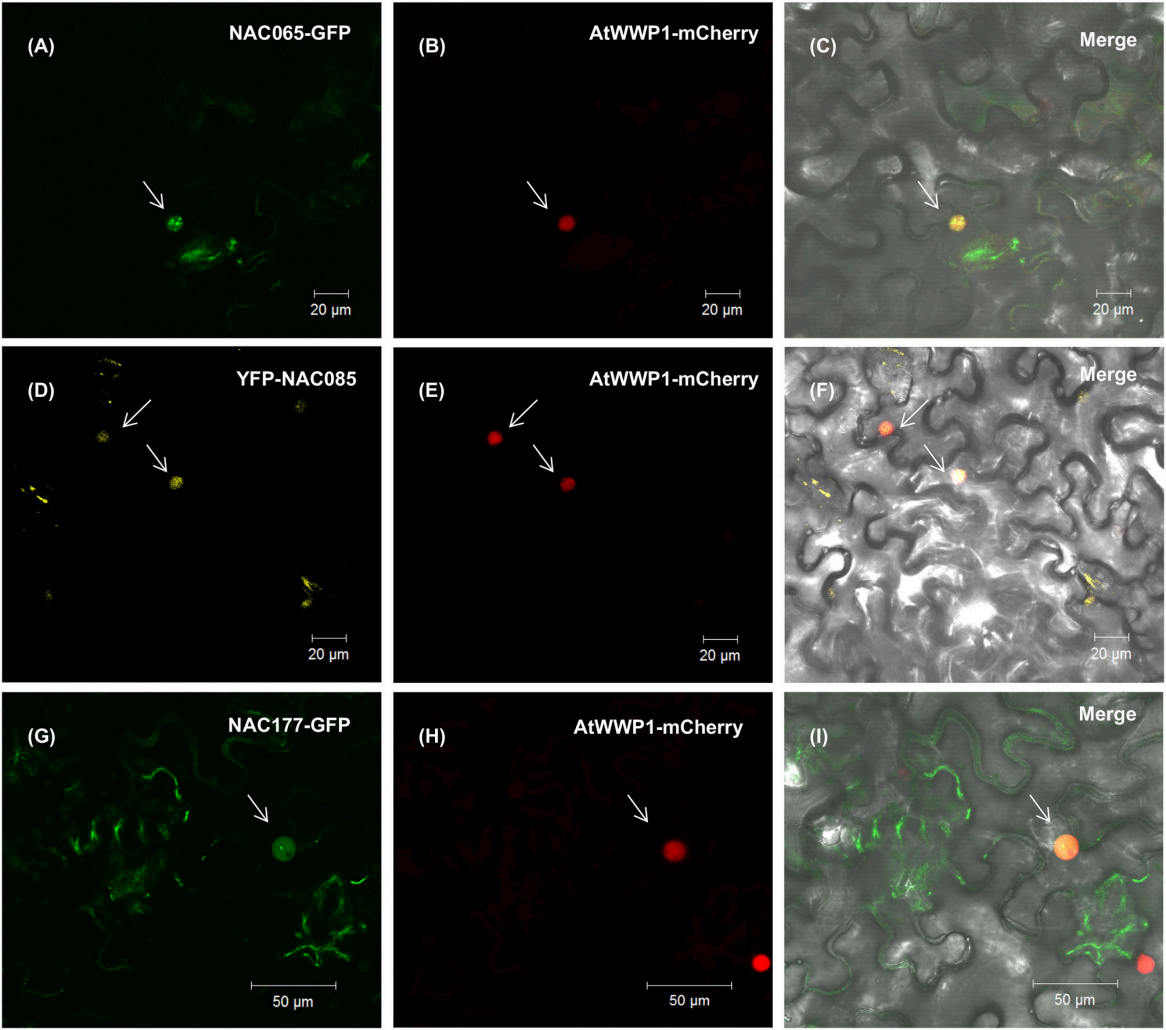
NAC065, NAC085, and NAC177 subcellular localization. Leaves of *Nicothiana benthamiana* were infiltrated with *Agrobacterium tumefaciens* GV3101 carrying the GFP-NAC or YFP-NAC constructs, and the localization of the fused protein was monitored by confocal microscopy. In the left column, **(A,D,G)** show the expression of NAC065-GFP, YFP-NAC085 and NAC177-GFP (top to bottom) in the nuclei, indicated by white arrows. In the middle column, **(B,E,H)** show the expression of the nuclear marker AtWWP1-mCerry in the corresponding nuclei field of the first column. **(C,F,I)** merged images of NAC fusions and AtWWP1 marker in the bright-field.

To investigate whether GmNAC065, GmNAC085, and GmnAC177 harbor a functional transcriptional activator domain, we used a yeast transactivation assay, in which the coding region of each *GmNAC* gene was fused to the DNA binding domain of GAL4 (BD) and *S. cerevisiae* AH109, harboring a *HIS3* reporter gene under the control of GAL4 promoter, was transformed with the BD-NAC fusions (Figure 9). The expression of the BD-NAC fused genes in yeast was monitored by RT-PCR (Figure 9B). Then, we monitored the capacity of the fusion proteins (BD-GmNACs) to activate transcription of *HIS3* reporter gene and hence to display His prototrophy (Figure 9A). The yeast transforming lines expressing BD-GmNAC085 and BD-GmNAC177 fusions displayed the most pronounced growth in the selective medium SD-Leu-His, supplemented with 10 mM 3-AT. The BD-NAC065 lines displayed a slow growth rate in histidine depleted medium, but growth was prevented in medium supplemented with 10 mM 3-AT. These results demonstrated that GmNAC085 and GmNAC177 display transactivation activity in yeast, which was in contrast with GmNAC065 that may act as a transcriptional repressor. Several precedents in the literature have evoked a repressive transcriptional function of NAC proteins from different species (Delessert et al., 2005; Lu et al., 2007). Alternatively, GmNAC065 may depend on specific interactions with other transfactors to activate their target genes as heterodimers. The lack of transactivation activity in yeast has also been observed for GmNAC081, which belongs to the subfamily TERN, and interacts with GmNAC030 from the SNAC-A (ATAF) subfamily to activate the expression of *VPE* (vacuolar processing enzyme) that promotes cell death (Pinheiro et al., 2009).

**Figure 9:**
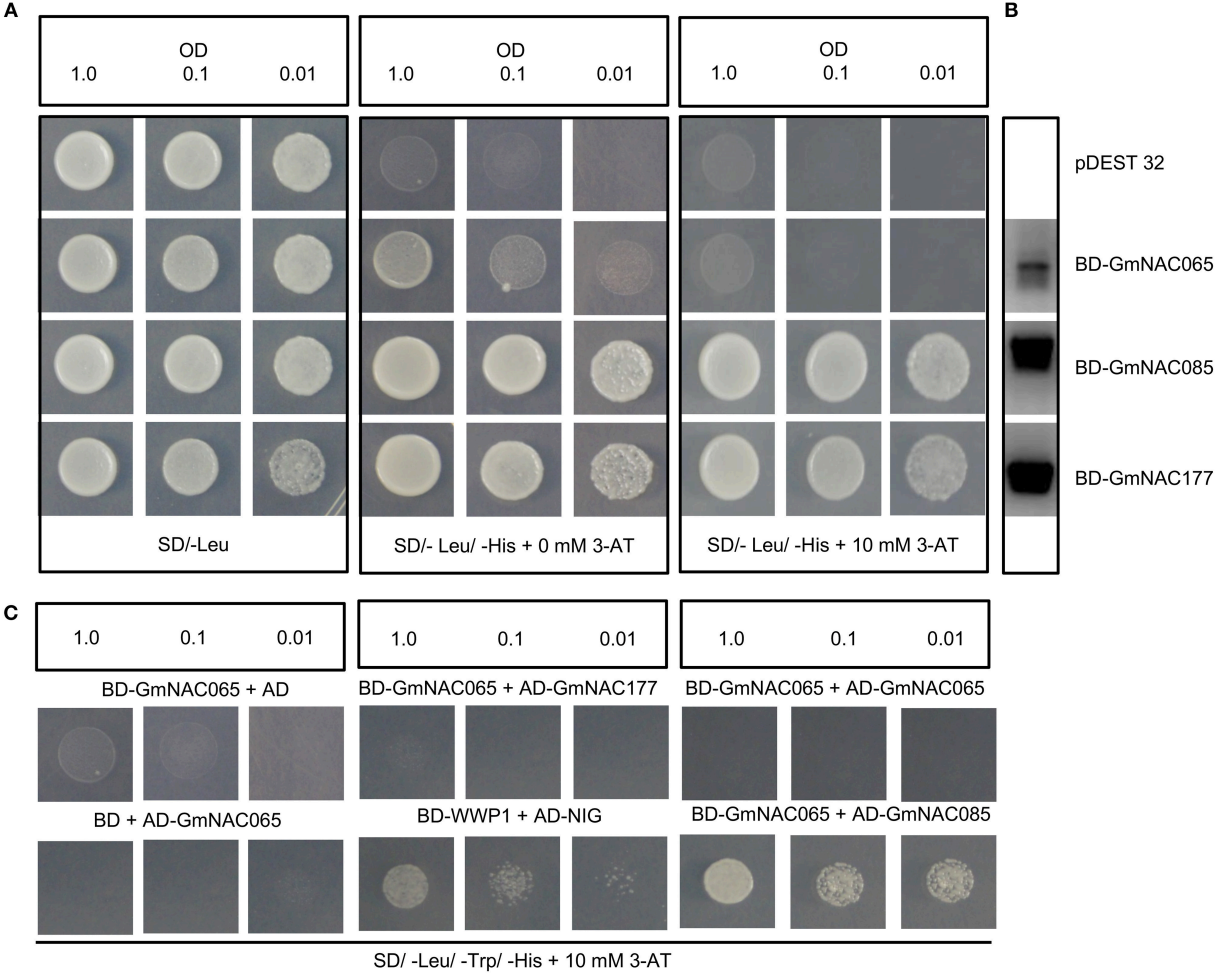
NAC065, NAC085 and NAC177 transactivation capacity and protein-protein interaction. **(A)** Transactivation activity of GmNAC proteins. The fusions BD-NAC065, BD-NAC085 and BD-NAC177, and the empty vector were transformed separately into yeast strains AH109 and activity was determined by monitoring His prototrophy on selective medium. The transformants were incubated for 3 days at 28°C in SD media lacking leucine and histidine but supplemented with 10 mM 3-aminotriazol (3AT). **(B)** Expression analysis of BD-NAC065, BD-NAC085 and BD-NAC177 fusions in yeast. Total RNA was extracted from yeast cells transformed with the indicated DNA constructs, and gene expression was monitored by RT-PCR. **(C)** Interactions of GmNAC065 with GmNAC085 in yeast. GmNAC065 was expressed in yeast as GAL4 binding domain (BD) fusion, and GmNAC085 and GmNAC177 were expressed in yeast as GAL4 activation domain (AD) fusions. Interactions between the tested proteins were examined by monitoring His prototrophy in the presence of 10 mM 3-AT. In the control experiments, the GmNAC065 fusions was expressed with the reciprocal empty vector (pBD or pAD).

We then asked whether GmNAC065 (Senu5 subfamily) would form a homodimer and/or interact with GmNAC085 (SNAC-A/ATAF subfamily) or GmNAC0177 (unnamed subfamily) through yeast two-hybrid assays. While GmNAC065 was fused to the GFAL4-BD, GmNAC085, and GmNAC177 were fused to the GAL4-AD (Figure 9C). The coexpression of the BD-GmNAC065 and AD-GmNAC085 fusion proteins promoted the growth of yeast in the selective medium, which was more pronounced than that of the positive control (BD-WWP1+AD-NIG), whereas the coexpression of BD-GmNAC065 with either AD-GmNAC065, AD-GmNAC177, or pAD did not promote his prototrophy. These results confirmed the specific interaction of GmNAC065 with GmNAC085 and raised the possibility that GmNAC065 may function as heterodimers in cell death events, as *GmNAC065* is a member of Senu5 subfamily induced by leaf senescence (Figure 7) and *GmNAC085* is a member of the SNAC-A (ATAF) subfamily that harbors cell death-induced members (Figure 2). However, these putative partners are not coordinately expressed in response to stress and developmental programs. While *GmNAC065* is induced by developmentally programmed leaf senescence (Figure 7), PEG, TUN, and SA (Figure 6) and repressed by drought (Carvalho et al., 2014a), the expression of *GmNAC085* is repressed by senescence, TUN, SA and induced by PEG (Figures 6, 7) and drought (Carvalho et al., 2014a). Therefore, the only overlap in the expression profile of *GmNAC065* and *GmNAC085* is the up-regulation by PEG, which may indicate heterodimerization under this stress condition.

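Between 20 and 80 DAG, the raw counts of GmNAC065 went from 161, 234 and 222 to 397, 397 and 350, in libraries that were on average larger at 80 DAG. For GmNAC085 (Glyma.12G149100, chromosome 12), the 20 DAG libraries held 1, 176 and 70 counts and the 80 DAG libraries 17, 12 and 9. GmNAC085 thus had 6.93 ± 6.80 CPM (SD, n = 3) at 20 DAG and 0.845 ± 0.194 (SD, n = 3) at 80 DAG. Its log2 fold change was −3.05 (standard error 1.08), and the adjusted p of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.0504, was just above the threshold. Replicate 1 of 20 DAG was below every 80 DAG library, and the other 20 DAG libraries were above them.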

### The Involvement of GmNAC065, GmNAC085, and GmNAC177 With Cell Death Progression

To address the possibility that *GmNAC065, GmNAC085, and GmNAC177* are involved in cell death events, the transient expression of NAC genes was induced by agroinfiltration into *N. benthamiana* leaves and the resulting phenotypes were compared with those displayed by previously characterized senescence-associated genes, including *GmNAC081* and *NRP-B* (Faria et al., 2011; Reis et al., 2011; Figure 8A). GmNACs and controls accumulated stably in the agroinoculated leaf sectors (Figure 10B). After three days, the leaf sectors that were agroinoculated with the DNA constructs expressing *GmNAC065, GmNAC085, and GmNAC177* and the positive controls *NRP-B* and *GmNAC081* (Figure 10B) displayed a chlorotic phenotype characteristic of leaf senescence that was associated with decreased chlorophyll content and consequent yellowing of the leaf sector (Figures 10A,C). We further examined the GmNACs-induced senescence by measuring the accumulation of thiobarbituric acid (TBA)-reactive compounds such as malondialdehyde (MDA). These compounds are products of senescence-associated lipid peroxidation, a process resulting in the generation of reactive oxygen species. A significantly higher concentration of TBA-reactive compounds was observed in the *GmNAC065*-, *GmNAC085*-, *GmNAC177*-expressing leaf sectors and in the *NRP-B-* and *GmNAC081* control sectors than in the *GFP*-expressing leaf sectors (Figure 10D). Likewise, the accumulation of H_2_O_2_ was enhanced in GmNACs and *NRP-B* agroinoculated leaves in comparison with *GFP*-expressing leaves (Figure 10E). Collectively, our results indicate that transient expression of *GmNAC065, GmNAC085*, and *GmNAC177* in *N. benthamiana* leaves induces senescence and cell death. 

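GmNAC065 was past the threshold of edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment, under none of 13 alternatives, which gave log2 fold changes from 0.26 to 0.65 and adjusted p from 0.0582 to 0.288 (0.166 with the replicate block). GmNAC085 was past it under 3 of 12 alternatives, which gave log2 fold changes from −3.61 to −1.77 and adjusted p from 0.00052 to 0.436. It passed with DESeq2 (adjusted p = 0.0155), without the filter on low counts (0.0402) and without replicate 1 of 20 DAG (0.00052), and had an adjusted p of 0.171 with the replicate block. When the adjustment covered the GmNAC genes alone, GmNAC085 was also past the threshold and GmNAC065 was not.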

Because *GmNAC065* and *GmNAC085* are differentially expressed during leaf senescence they may be involved in developmentally programmed leaf senescence in soybean. In contrast, the newly identified *GmNAC177* was not differentially regulated during natural leaf senescence, but it may be involved in cell death events induced by biotic stress, as it clusters in an unnamed subfamily that is closely related to the TIP subfamily of GmNACs implicated in pathogen-host interactions.

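GmNAC177 (Glyma.16G016400, chromosome 16) had few reads, with 11, 16 and 6 counts at 20 DAG and 28, 9 and 18 at 80 DAG. This corresponds to 1.00 ± 0.354 and 1.17 ± 0.395 CPM (SD, n = 3 each). The log2 fold change was 0.23 (standard error 0.41, adjusted p = 0.667 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 0.747 with the replicate block, and 0.398 to 0.992 over 12 alternatives), less than its standard error. Without replicate 3 of 20 DAG, it was −0.037. A small change would not be detectable at this depth.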

**Figure 10:**
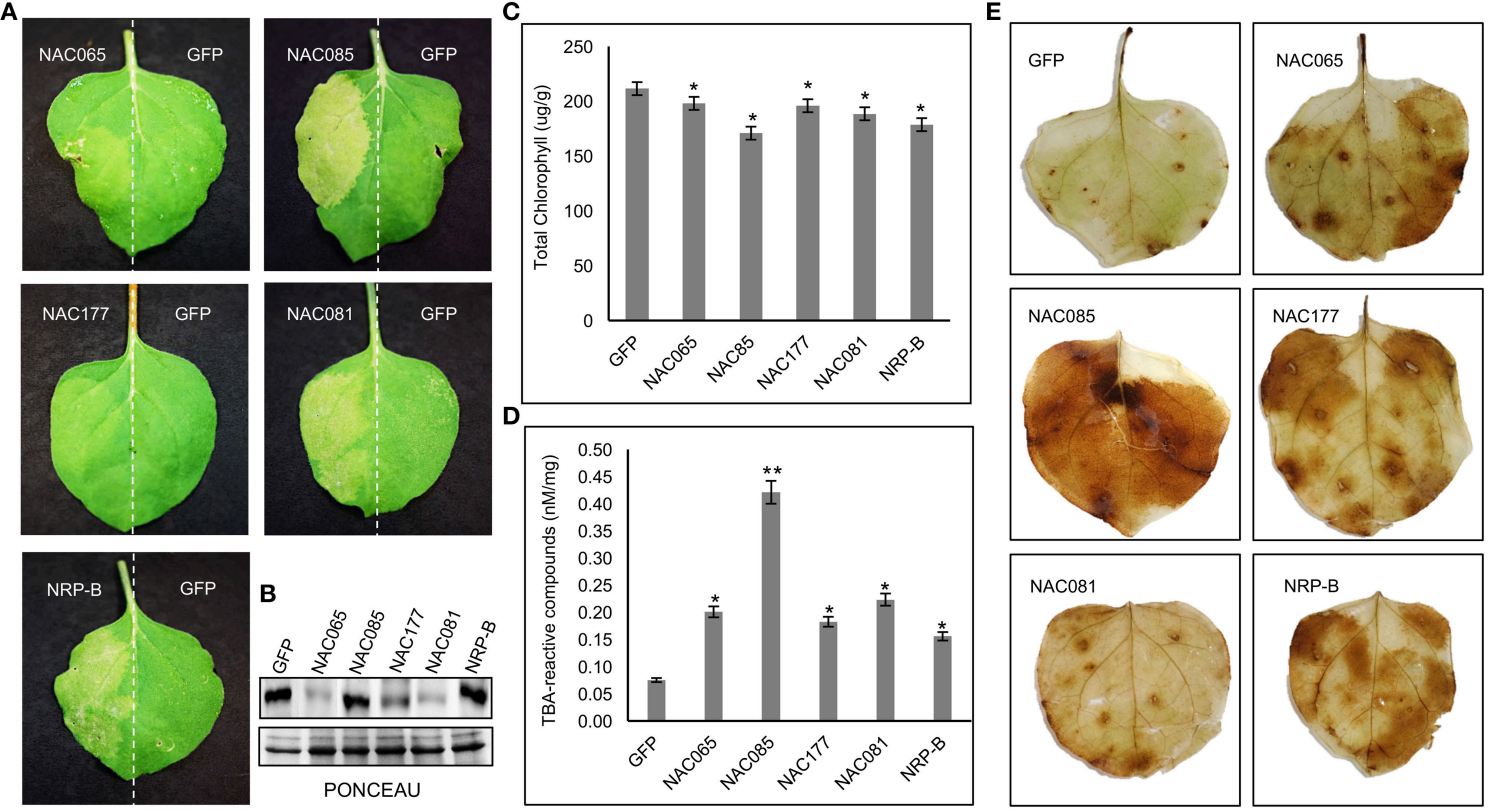
Transient expression of NAC065, NAC085, and NAC177 induces cell death *in planta*. **(A)** *Nicotiana benthamiana* leaves were agroinfiltrated with GmNAC065-GFP, GmNAC085-GFP or GmNAC177-GFP on one side and the other half of the leaves was agroinfiltrated with GFP (as a negative control). GmNAC081 and NRP-B were used as positive controls. **(B)** Accumulation of NAC proteins in agroinfiltrated leaf sectors. Total proteins were extracted from agroinfiltrated leaf sectors and immunoblotted with an anti-GFP antibody **(C)** Total chlorophyll content 3 days after agroinfiltration. **(D)** TBA-reactive compounds accumulation after NAC expression. **(E)** DAB leaf-staining 3 days after agroinfiltration. The bars indicate standard-error and the asterisks indicate statistical significance by the *t*-test: ^*^(*P* < 0.05, *n* = 3); ^**^(*P* < 0.01, *n* = 3).

## Discussion

### Phylogenetic Reconstruction of the GmNAC Superfamily Enlarges This Family to 180 Members Distributed Into 15 Structurally and Functionally Conserved Subfamilies

Despite the extensive literature regarding the plant-specific TFs of the NAC family, functional studies have been restricted to few members of the family as they have been conducted primarily with orthologs of different species, multiplying the number of GmNACs analyzed but with similar function. Because the extension and complexity of the NAC family in the plant kingdom have not been thoroughly examined, orthologous genes from different species cannot be fully predicted. Here we performed an in-depth examination of the NAC superfamily from soybean, interrogating the last version of the soybean genome, version Wm82.a2.v1-v11.0. The phylogenetic reconstruction of the GmNAC superfamily uncovered 32 new members in the soybean genome, raising the size of this family to 180 members. As compared to the Arabidopsis NAC superfamily, the soybean GmNAC subfamilies showed an extensive expansion in the number of their NAC members, which may be a result of artificial selection associated with relevant agronomic traits, including yield, drought tolerance, pathogen resistance, etc. As an important economic crop, soybean has been exposed to intense breeding programs, which may have contributed to the establishment of the current NAC superfamily profile in this species.

This comprehensive analysis comparing the complete repertory of Arabidopsis and soybean NACs provided a framework to rationalize future functional studies of the members of this family. In fact, in addition to sequence conservation, the previously characterized soybean NACs were correctly placed in the corresponding subfamily based on expression profile and function. Accordingly, GmNAC030 (Glyma.05G195000), which has been characterized as a component of the stress-induced NRP/DCD-mediated cell death signaling (Mendes et al., 2013), was clustered with members of the SNAC-A subfamily of stress-induced NAC proteins, which encompasses highly conserved and functionally characterized proteins from Arabidopsis, displaying partially overlapping function, such as ATAF1 (AT1G01720) and ATAF2 (AT5G08790). *ATAF1* has been shown to be induced by both biotic and abiotic stress, to regulate negatively drought stress-responsive genes and positively ABA biosynthesis (Lu et al., 2007; Wu et al., 2009; Jensen et al., 2013). *ATAF1* also serves as a positive regulator of senescence by coupling stress-induced response with photosynthesis- and senescence-related transcriptional cascade in addition to acting as a negative regulator of defense responses against both necrotrophic fungal and bacterial pathogens (Wang et al., 2009; Garapati et al., 2015). ATAF2 functions as a central regulator of plant defense, ABA-mediated leaf senescence, hormone metabolism and light-mediated seedling development (Delessert et al., 2005; Wang et al., 2009; Huh et al., 2012; Wang and Culver, 2012; Peng et al., 2015). All seven SNAC genes from Arabidopsis are induced by long-term treatment with ABA and/or during age-dependent senescence (Takasaki et al., 2015). *GmNAC030* shares several biological properties with *ATAF1* and *ATAF2*. It is induced by abiotic stress, biotic stress, hormone signaling and it is also involved in stress-induced and developmentally programmed leaf senescence (Mendes et al., 2013; Carvalho et al., 2014b; Pimenta et al., 2016). The SNAC-A member AT5G22380 (ANAC090) is also involved in senescence as part of a senescence-regulating NAC tripartite module (Kim et al., 2018). Likewise, GmNAC011 (Glyma.13G030900, firstly described as GmNAC020) belongs to the SNAC-A subfamily and has been described as a stress-responsive protein, which confers salt and freezing tolerance and is involved in lateral root formation (Hao et al., 2011). Other members of the SNAC-A subfamily, including GmNAC035 (Glyma.06G1140000), GmNAC011 (Glyma.13G030900), GmNAC109 (Glyma.14G152700), and GmNAC039 (Glyma.06G157400), have shown to display a stress-induced expression profile consistent with their clustering into this family (Tran et al., 2009).

Another component of the stress-induced NRP/DCD-mediated signaling, GmNAC081 (Glyma.12G022700; Faria et al., 2011), was clustered in the TERN (Tobacco elicitor-responsive gene encoding NAC-domain protein) subfamily, which encompasses functionally similar NAC proteins that are involved in resistance to biotic and abiotic stresses. Examples from this subfamily include (i) *Gossypium barbadense* (Gb)NAC1, which is involved in the positive regulation of resistance to Verticillium and in abiotic stress response in cotton (Wang et al., 2016), (ii) the chitin-responsive gene *AT3G44350 (ANAC061*) and (iii) *AT2G17040* (*ANAC036)*, an orthologous gene of *GmNAC081* (Libault et al., 2007; Reis et al., 2016). GmNAC081 has been shown to regulate stress-induced and developmentally programmed leaf senescence (Mendes et al., 2013; Pimenta et al., 2016).

GmNAC124 (Glyma.16G043200, firstly described as GmNAC11) belongs to the SNAC-B (NAP). Accordingly, it is induced by stress and confers salt tolerance (Hao et al., 2011). The founding member of the SNAC-B (NAP) subfamily, the NAC-like activated by AP3/PI (AtNAP, AT1G69490), is a crucial regulator of leaf senescence and couples ABA biosynthesis with chlorophyll loss (Yang et al., 2014c). *GmNAC006* (Glyma.02G070000), which also clusters with members of this family, has been shown to be salt- and dehydration-induced (Tran et al., 2009). GmNAC representatives of the vascular-related NAC domain (VND-NAC) subfamily include GmNAC048 (Glyma.07G05060) and GmNAC122 (Glyma.16G019400), functionally characterized as orthologs of the Arabidopsis NAC secondary wall thickening promoting factor 1, NST1 (AT2G46770), NST2 (AT3G61910), and NST3 (AT1G32770) (Mitsuda et al., 2005, 2007; Mitsuda and Ohme-Takagi, 2008; Dong et al., 2013). In Arabidopsis, members of this family are very well characterized NAC proteins, involved in the control of vascular differentiation, including also the vascular-related NAC domain 6 (VND6) and VND7 (Yamaguchi et al., 2010, 2011). These examples of characterized members of the soybean NAC family substantiate the notion that NACs of the same subfamily from different species conserve similar function, expression, and sequence.

### Stress- and Senescence-Associated Expression Analyses Confirm the Phylogenetic Classification of the New GmNAC Genes

We also showed that a fraction of the novel NAC genes responds to at least one of the stimuli tested, including ER stress (TUN treatment), osmotic stress (PEG treatment), SA treatment, or developmentally programmed leaf senescence. 

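In the leaf RNA-seq libraries, the newly identified gene GmNAC181 (Glyma.19G108800), a member of SNAC-B (NAP), rose from 2.52 ± 1.80 CPM (SD, n = 3) at 20 DAG to 21.2 ± 2.60 (SD, n = 3) at 80 DAG. Its log2 fold change was 3.02 (standard error 0.43, adjusted p = 0.00140 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 0.00873 with the replicate block, and 1.85e-09 to 0.00997 over 13 alternatives). GmNAC170 (Glyma.10G204700), of ANAC063, rose from 0.369 ± 0.303 to 2.25 ± 1.33 CPM (SD, n = 3 each), a log2 fold change of 2.47 (standard error 0.65, adjusted p = 0.0178; 0.0111 with the replicate block, and 0.00396 to 0.0696 over 12 alternatives). GmNAC175 (Glyma.13G294000), of ANAC001, had 11, 5 and 4 counts at 20 DAG and none at 80 DAG, and was not tested with the filter. Without the filter it was at least 2.65-fold lower at 80 DAG (adjusted p = 0.00953; 0.0426 with the replicate block, and 0.00144 to 0.0426 over 10 alternatives).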

Although not functionally characterized, these new, previously unidentified, GmNACs displayed expression profiles consistent with their subfamily classification, which may extend to accommodate similar function. Accordingly, GmNAC154 (Glyma.02G284300), a member of the ONAC022 subfamily, shares a high degree of conservation with ANA042 (JUB1; AT2G4300000), which has been described as a negative regulator of important growth repressors and key genes involved in gibberellin (GA), brassinosteroid (BR) biosynthesis and senescence (Wu et al., 2012; Shahnejat-Bushehri et al., 2016). Besides its developmental function, JUB1 displays other functions in promoting tolerance to drought, heat and salinity (Wu et al., 2012; Shahnejat-Bushehri et al., 2016; Ebrahimian-Motlagh et al., 2017). *JUB1* is up-regulated by H_2_O_2_ -mediated oxidative stress, which may explain its dual involvement with development and stress response. In fact, JUB1 has been implicated as a central regulator of a finely tuned control system that modulates the cellular H_2_O_2_ level and primes the plants for upcoming stress through a gene regulatory network that involves DREB2A (Wu et al., 2012). Accordingly, the tomato *JUB1* ortholog has also been shown to be induced by H_2_O_2_, NaCl, osmotic stress and leaf dehydration and to enhance drought tolerance in transgenic tomato lines (Thirumalaikumar et al., 2017). In addition to sharing similar expression profiles, the abiotic stress-related gene regulatory networks controlled by tomato and Arabidopsis JUB1 have been demonstrated to be highly conserved. The expression profile of GmNAC154 indicated that this soybean NAC might be a JUB1 ortholog as it is controlled by biotic and abiotic stresses, which are triggered by H_2_O_2_ accumulation as the common denominator.

*GmNAC163* (Glyma.06G288500), which was shown to be strongly up-regulated by PEG, TUN and SA, belongs to the ANAC001 subfamily and is closely related to ANAC073/SND2 (AT4G28500) that regulates genes involved in secondary cell wall development. ANAC073 controls the expression of cellulose and hemicellulose biosynthetic genes in addition to those involved in lignin polymerization and signaling (Hussey et al., 2011).

*GmNAC174* (Glyma.12G186900) and *GmNAC177* (Glyma.16G0164000), which belong to different phylogenetic subfamilies, were rapidly induced by TUN and SA. GmNAC174 (subfamily OsNAC8) is closely related to ANAC089 (AT5G22290) a membrane-tethered transcription factor that negatively regulates floral initiation. ANAC089 also controls ER-stress-induced programmed cell death and is induced by TUN, like the predicted transmembrane soybean ortholog GmNAC174 (Yang et al., 2014b). Under severe ER stress conditions, the membrane-associated transcription factor ANAC089 relocates from the ER membrane to the nucleus to induce programmed cell death. *GmNAC177*, also induced by TUN and SA, belongs to an unnamed monophyletic group of soybean NAC genes, that cluster very closely to the TIP subfamily. Proteins from the TIP subfamily are involved in senescence progression and immune response control (Pinheiro et al., 2009; Wang et al., 2009; Block et al., 2014). Specifically, AT4G35580 has been demonstrated to interact with the *Pseudomonas syringae* type III effector HopD1 in the endoplasmic reticulum to suppress effector-triggered immunity (Block et al., 2014). Hence, it is not surprising that *GmNAC177*, a soybean close relative of AT4G35580, is regulated by ER stress and SA. As a representative of the novel GmNACs, GmNAC177 was further characterized and showed that displays transcriptional activity in yeast, is nuclear localized and induces cell death *in planta*, which is consistent with its close relatedness with the TIP subfamily.

The *GmNAC065* (Glyma.08G307100) orthologous gene from Arabidopsis, *ANAC083* (*AT5G13180*), also designated VND-interacting 2 (*VNI2*), interacts with VND7 and negatively regulates xylem vessel formation in Arabidopsis (Yamaguchi et al., 2010). In addition, VNI2 has been shown to integrate ABA-mediated abiotic stress signals into leaf aging by regulating a subset of COLD-REGULATED (COR) and RESPONSIVE TO DEHYDRATION (RD) genes (Yang et al., 2011). The *VNI2* gene is induced by high salinity in an ABA-dependent manner and displays spatial and temporal expression patterns correlated with leaf aging and senescence. VNI2 may also be involved in biotic stress responses as it has been shown to interact with the geminiviral replication initiator protein (Rep) from *Mungbean yellow mosaic India virus* (Suyal et al., 2014). We showed here that *GmNAC065* share developmental and stress response similarly to its orthologous gene VNI2 and may play a similar function related to cell death events.

*GmNAC085* (Glyma.12G149100) belongs to the SNAC-A (ATAF) subfamily, which contains seven homologous genes from Arabidopsis. All seven SNAC-A genes from Arabidopsis, *ANAC055* (AT3G15500), *ANAC019* (AT1G52890), *ANAC072/RD26* (AT4G27410), *ANAC002/ATAF1* (AT1G01720), *ANAC081/ATAF2* (AT5G08790), *ANAC102* (AT5G63790), and *ANAC032* (AT1G77450), are induced during age-dependent senescence; thereby, up-regulating ABA- and senescence-inducible genes and play crucial roles in ABA-induced leaf senescence signaling (Takasaki et al., 2015). Likewise, 90% of the orthologous SNAC-A (ATAF) genes from soybean were differentially expressed during natural leaf senescence (Supplementary Table 6). 

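In the SNAC-A (ATAF) subfamily, the up-regulated DE genes besides GmNAC030 were GmNAC039 (Glyma.06G157400), with a log2 fold change of 3.88 (standard error 0.72, adjusted p = 0.00416 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and GmNAC018 (Glyma.04G208300), with 2.02 (standard error 0.70, adjusted p = 0.0461). GmNAC018 was not past the threshold with the replicate block (adjusted p = 0.171; 0.00832 to 0.171 over 13 alternatives), and GmNAC039 was (0.0313; 3.45e-08 to 0.0313 over 13 alternatives). Among the down-regulated DE genes were GmNAC011 (Glyma.13G030900), which fell from 21.3 ± 7.45 to 4.34 ± 1.38 CPM (SD, n = 3 each; log2 fold change −2.30, standard error 0.35, adjusted p = 0.00174), GmNAC022 (Glyma.04G249000), with a log2 fold change of −1.74 (standard error 0.32, adjusted p = 0.00387), and GmNAC109 (Glyma.14G152700), with −1.13 (standard error 0.21, adjusted p = 0.00436). These 3 genes were past the threshold under all 13 alternatives, the replicate block included. GmNAC035 (Glyma.06G114000) had a log2 fold change of −1.10 (standard error 0.42, adjusted p = 0.0665) and was not DE, although its 3 libraries of 80 DAG were below those of 20 DAG. Its adjusted p was 0.150 with the replicate block, in a range of 0.0416 to 0.199 over 13 alternatives.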

The most closely related protein of GmNAC085, ANAC072 (AT4G27410), also designated RD26, RESPONSIVE TO DESICCATION 26, acts as a transcriptional activator in ABA-mediated dehydration response. ANAC072 positively regulates both age- and dark-induced leaf senescence through activating the transcription of NYE1, a key regulatory gene in chlorophyll degradation (Li et al., 2016a). Except for PEG treatment, *GmNAC085* did not respond to TUN and SA treatments, and in contrast to the SNAC-A genes from Arabidopsis, which are induced during leaf senescence, *GmNAC085* was repressed by developmentally programmed leaf senescence. 

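In the clade of GmNAC085, GmNAC092 (Glyma.12G221500) fell from 27.2 ± 24.0 CPM (SD, n = 3) at 20 DAG to 1.19 ± 0.411 (SD, n = 3) at 80 DAG, and GmNAC101 (Glyma.13G279900) fell from 39.9 ± 33.4 to 4.57 ± 2.53 (SD, n = 3 each). Their log2 fold changes were −4.51 (standard error 1.11, adjusted p = 0.0134 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −3.12 (standard error 0.87, adjusted p = 0.0218). GmNAC043 (Glyma.06G248900) had 15.2 ± 15.2 and 31.7 ± 9.33 CPM (SD, n = 3 each), a log2 fold change of 1.05 (standard error 0.78, adjusted p = 0.303) that was not past the threshold. The adjusted p with the replicate block was 0.0419 for GmNAC092, 0.101 for GmNAC101 and 0.263 for GmNAC043, and over 13 alternatives it ranged from 1.2e-05 to 0.172, from 0.000467 to 0.101 and from 0.0501 to 0.500. Replicate 1 of 20 DAG was far below the other 20 DAG libraries in each of these genes, with 12, 54 and 17 counts against 625, 931 and 407 in replicate 2, and the ages overlapped in all 3 genes.

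**Figure D3:**
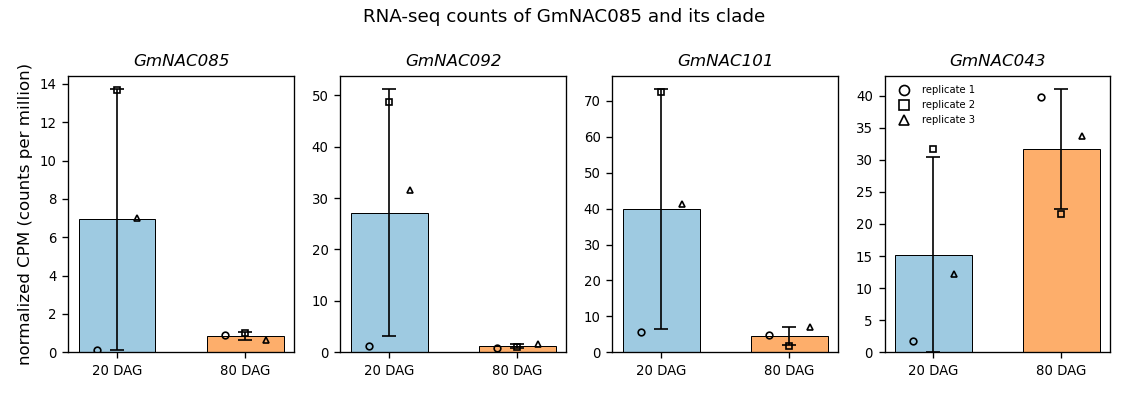
Normalized CPM (vertical axis, from 0, a separate scale for each gene) of GmNAC085 and the other genes of its clade at 20 DAG and 80 DAG. Bars are means of 3 libraries, error bars are SD, drawn no lower than 0, and symbols are single libraries; replicate 1 of 20 DAG is the lowest 20 DAG library of each gene.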

Among the SNAC-A proteins, GmNAC085 forms a more divergent and separate clade along with other three GmNACs, which may explain a different expression profile and functional divergence from characterizing SNAC-As.

In summary, our results represent an update of the NAC inventory in the soybean genome. Furthermore, our results demonstrated that a representative sample of the novel, previously unidentified transcription factors of the GmNAC superfamily is expressed in response to stress conditions or a senescence signal, and their regulation may be necessary for elicitation of diverse response pathways triggered by different stimuli. The expression profiles of newly identified NAC genes and functional characterization of previously uncharacterized ones validate the genome annotation and reinforce the plasticity of biological functions played by GmNACs. The soybean GmNACs were separated into 15 subfamilies based on phylogeny relatedness, showing a clear relationship between structure, expression, and function for representatives of each subfamily. The large number of proteins encoded by this family and their great diversity allow plants to elaborate complex responses, with gradual levels of hormonal, temporal and spatial regulation with the high plasticity of responses, which, nevertheless, may be anticipated with a high degree of ascertaining by phylogenetic relatedness of the GmNAC proteins.

## Author Contributions

BM conducted all experiments, analyzed data and wrote the first draft of the manuscript. OF performed qRT-PCR. JS and OB performed the bioinformatics and RNA-seq analyses. DF, PC, and JM carried out RNA-seq. PR designed experiments. EF designed experiments, analyzed data and wrote the manuscript. All authors contributed to the discussion and approved the final manuscript.

### Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Revisiting the Soybean GmNAC Superfamily
**Source:** Front Plant Sci. 2018 Dec 18;9:1864. doi: 10.3389/fpls.2018.01864
**Supplement:** Supplementary file 1

## Supplementary Figures

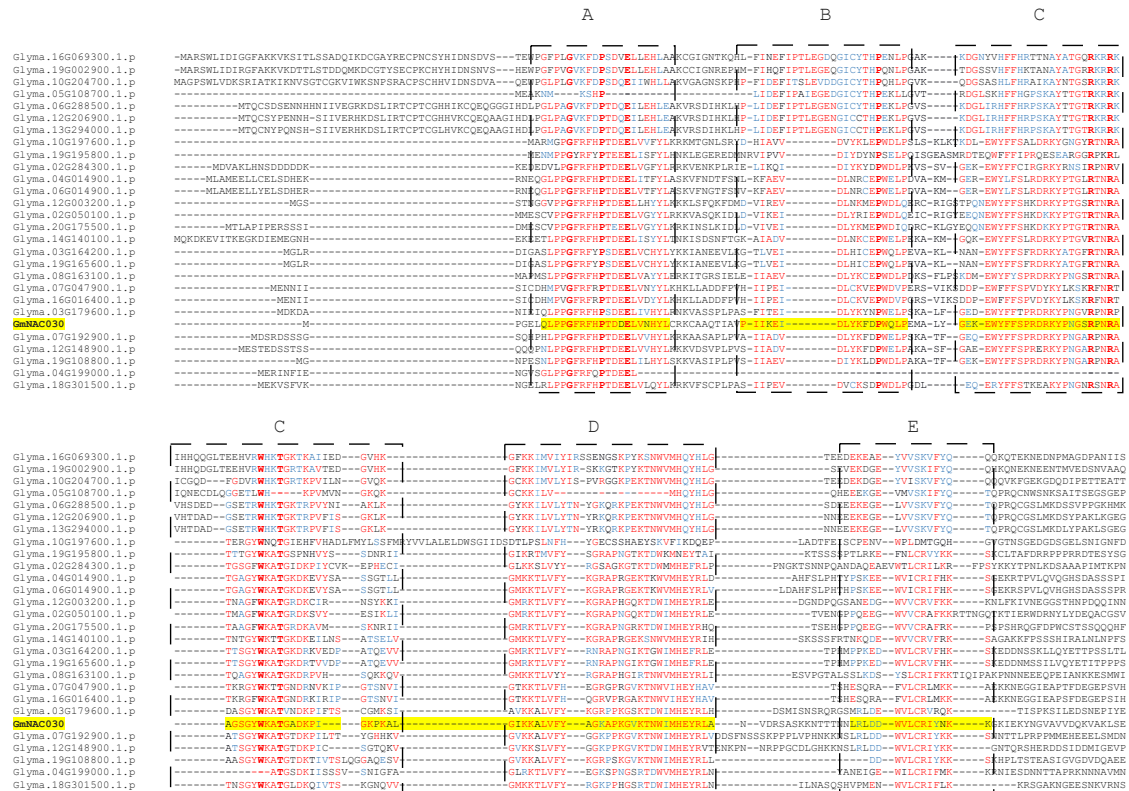

**Supplementary Figure 1. Structural organization of the NAC domain of newly identified GmNACs.** The multiple sequence alignment of the N-terminal of 27 new GmNACs shows the NAC domain, which is sub-divided into the five motifs (A to E) delimited by the dashboards. The most frequent amino acids are shown in red and the second most frequent in blue. Conserved amino acids are shown in bold. GmNAC030 (yellow) was used as a guide for the multiple sequence alignment.

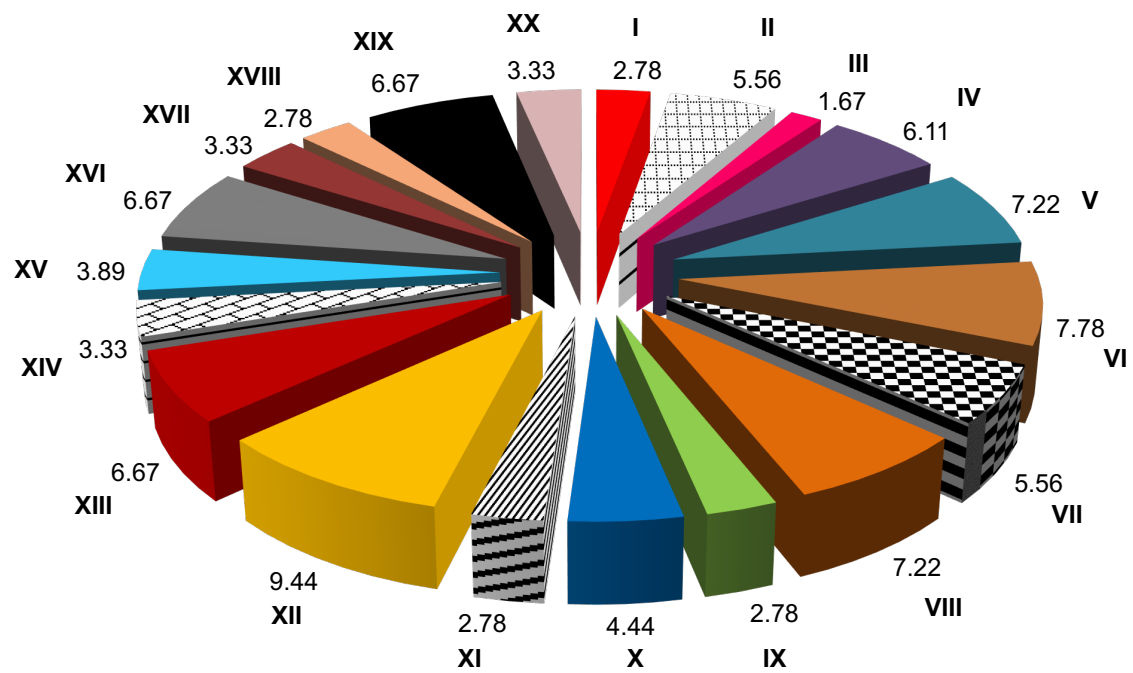

**Supplementary Figure 2. Percentage of NAC genes located in each soybean chromosome.** The sectorial graphic presents the proportion (%) of the distribution of NAC genes in all 20 soybean chromosomes.

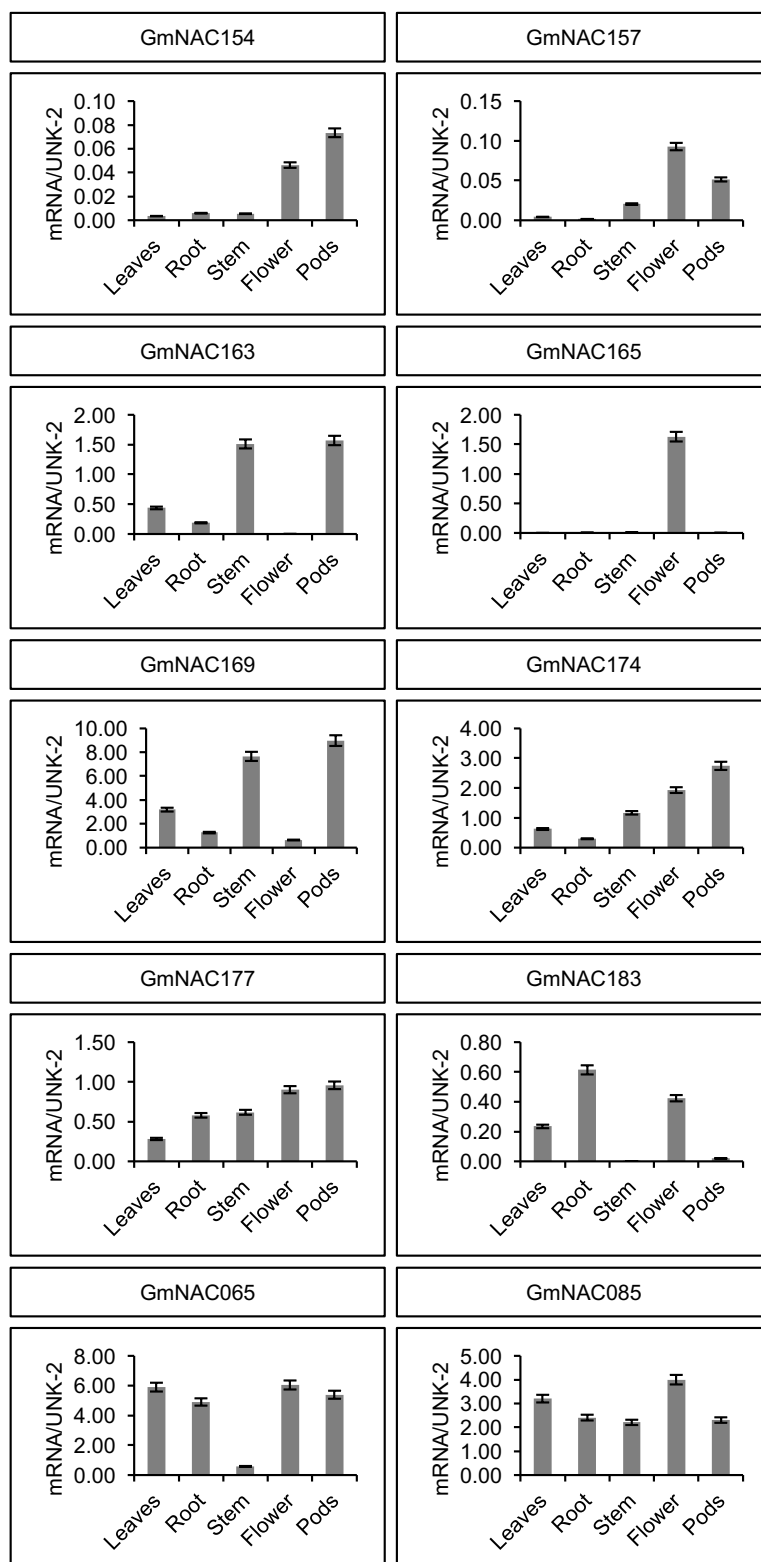

**Supplementary Figure 3. The organ-specific profile of for a representative sample of the new NAC genes, GmNAC065 and GmNAC085.** At the R2/R3 developmental stage, 200 mg of fresh tissue from different soybean vegetative organs/tissues, including leaf disks (1 cm diameter), pivotal and lateral roots, stem's segments (1 cm), entire flowers and pods segments were collected and frozen in liquid nitrogen. Total RNA was isolated from the indicated organs, and the transcript accumulation of the indicated genes was measured by qRT-PCR. *UNK-2* was chosen as the normalizer, endogenous control gene. Gene expression was quantified using the  $e^{-2^{-\Delta C_t}}$  method. Data were obtained from the average of 3 biological samples (pools of 5 plants) and 2 technical replicates for each treatment. The bars indicate standard error.

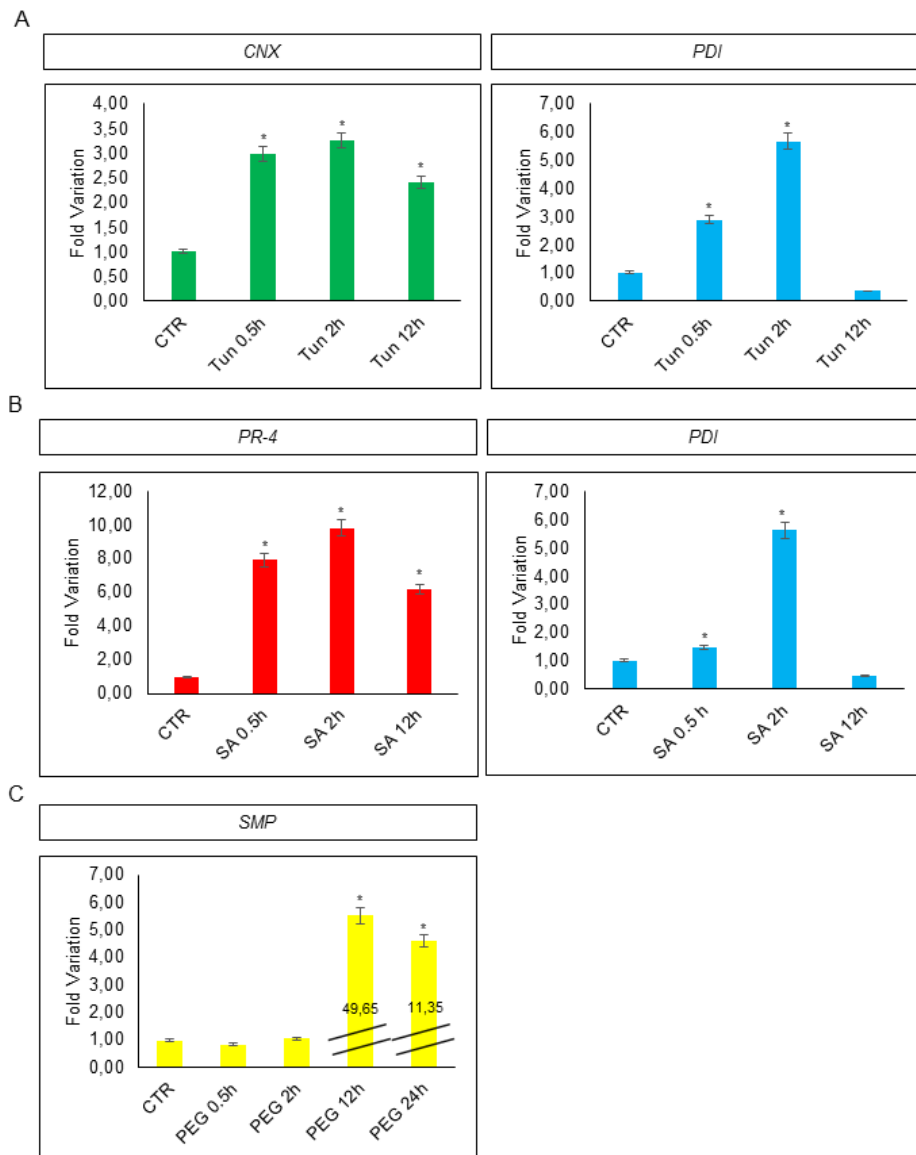

**Supplementary Figure 4. Expression of stress-associated marker genes in soybean seedlings. (A)** Calnexin (*CNX*) and Protein–disulfide isomerase (*PDI*) gene expression during tunicamycin treatment. **(B)** Pathogenesis-related gene 4 (*PR-4*) and *PDI* gene expression during SA treatment. **(C)** Seed maturation protein (*SMP*) expression during PEG treatment. Dimethyl sulfoxide (DMSO) was used as a control for tunicamycin treatment. Leaf disks from stressed and control leaves were collected at 0.5, 2 and 12 h post-treatment (for PEG treatment, 24-h harvest time was included). *UKN-2* was chosen as the normalizer, endogenous control gene. Relative gene expression was quantified using the comparative  $2^{-\Delta\Delta C_t}$  method. The bars indicate standard-error and the asterisks indicate statistical significance by the t-test, ( $P < 0.05$ ,  $n = 3$ ).

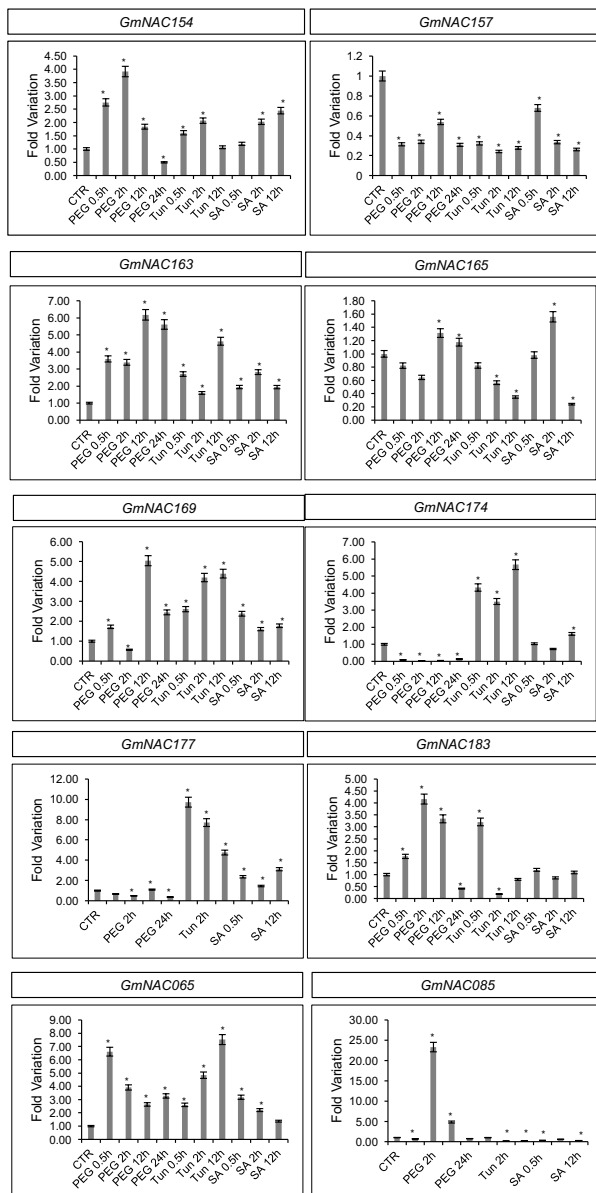

**Supplementary Figure 5. The stress-induced expression profile for a representative sample of the new NAC genes, *GmNAC065* and *GmNAC085*.** Expression profile of 8 new putative NAC genes: *GmNAC154* (ONAC022), *GmNAC157* (NAM), *GmNAC163* (ANAC001), *GmNAC165* (SNAC-B - NAP), *GmNAC169* (NAM), *GmNAC174* (OsNAC8), *GmNAC177* (unnamed), *GmNAC 183* (TERN), *GmNAC065* (Senu5) and *GmNAC085* (SNAC-A – ATAF) during multiple stress. At the V2/V3 developmental stage, the roots were immersed in Hoagland Hydroponic solution supplemented with 10% (w/v) PEG (MW 8,000), 5  $\mu$ g/mL tunicamycin or 5 mM salicylic acid (SA) to induce osmotic, endoplasmic reticulum and biotic stress conditions, respectively. Dimethyl sulfoxide (DMSO) was used as a control for tunicamycin treatment. Leaf disks from stressed and control leaves were collected at 0.5, 2 and 12 h post-treatment (for PEG treatment, 24-h harvest time was included). *UKN-2* was chosen as the normalizer, endogenous control gene. Relative gene expression was quantified using the comparative  $2^{-\Delta\Delta C_t}$  method. The bars indicate standard-error and the asterisks indicate statistical significance by the t-test, ( $P < 0.05$ ,  $n = 3$ ).

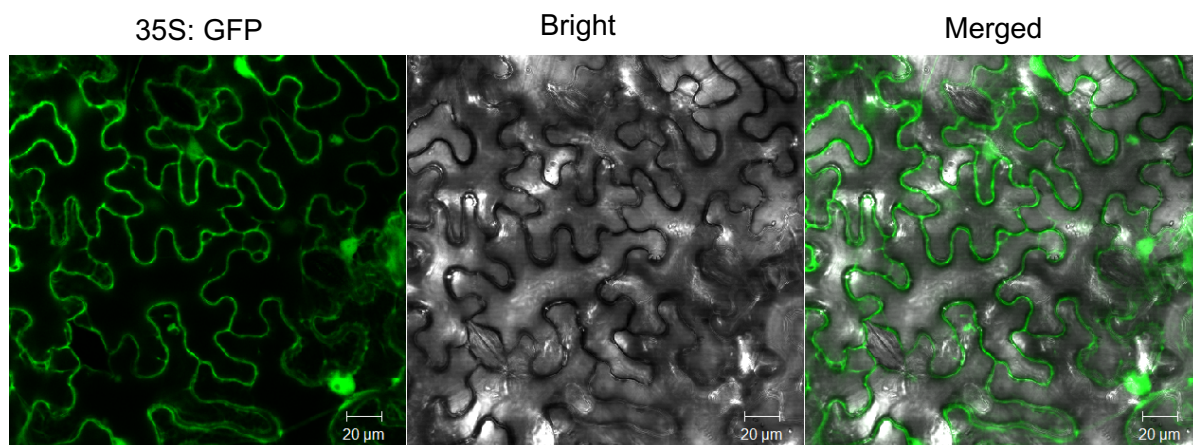

**Supplementary Figure 6.** Confocal fluorescence image of transiently expressed GFP in epidermal cells of *N. benthamiana* leaves. The conditions of GFP expression and imaging was as described in Figure 8. Scale bars, 20 μm.

# Supplementary material for: Revisiting the Soybean GmNAC Superfamily
**Source:** Front Plant Sci. 2018 Dec 18;9:1864. doi: 10.3389/fpls.2018.01864
**Supplement:** Supplementary file 3

**Table S2. PCR-primers used for cloning the NAC genes**

| **Primers** | **Sequence (5’ - 3’)** | **Gene identity** |
| --- | --- | --- |
| GlymaNAC85 fwd | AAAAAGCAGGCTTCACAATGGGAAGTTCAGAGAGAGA | Glyma.12G149100 |
| GlymaNAC85 rvs | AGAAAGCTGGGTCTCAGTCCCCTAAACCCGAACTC | Glyma.12G149100 |
| GlymaNAC65 fwd | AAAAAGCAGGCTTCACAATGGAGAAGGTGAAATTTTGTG | Glyma.08G360200 |
| GlymaNAC65 rvs | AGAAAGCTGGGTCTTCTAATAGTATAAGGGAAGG | Glyma.08G360200 |
| NAC177fwd | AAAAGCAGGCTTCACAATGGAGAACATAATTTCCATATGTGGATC | Glyma.16G016400 |
| NAC177rvs | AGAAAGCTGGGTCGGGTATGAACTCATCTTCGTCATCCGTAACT | Glyma.16G016400 |
| attB1 | GGGGACAAGTTTG TACAAAAAAGCAGGCT | - |
| attB2 | GGGGACCACTTTGTA CAAGAAAGCTGGGT | - |

**Table S3. Recombinant plasmids.**

| **Clone Name** | **Description*** |
| --- | --- |
| pUFV2589 | GmNAC065 ORF was isolated from 48h-tunicamycin-stressed leaf cDNA and cloned into pDONR201. |
| pUFV2770 | GmNAC065 was transferred from pUFV2589 to pDEST32 through LR clonase recombination. In the resulting clone,GmNAC065 was fused to the GAL4 binding domain (BD-NAC065). |
| pUFV2780 | GmNAC065 was transferred from UFV2589 to pDEST22 through recombination. In the resulting clone GmNAC065 was fused to the GAL4 activating domain (AD-NAC0065) |
| pUFV2826 | GmNAC177 ORF was isolated from a pool of cDNA from tunicamycin-, PEG- and salicylic acid-stressed leaves and cloned into pDONR201. |
| pUFV2827 | GmNAC085 ORF was isolated from a pool of cDNA from tunicamycin-, PEG- and salicylic acid-stressed leaves and cloned into pDONR207. |
| pUFV2828 | GmNAC177 was transferred from pUFV2826 to pDEST32 by recombination (BD-NAC117) |
| pUFV2829 | GmNAC085 was transferred from pUFV2827 to pDEST32 through LR clonase recombination reaction using the clone 2827 (BD-NAC85). |
| pUFV2830 | GmNAC177was transferred from pUFV2826 to pEARLEY103 through LR clonase recombination. The resulting clone expresses NAC177-GFP fusion, under the control of 35S promoter. |
| pUFV3007 | GmNAC065 was transferred from pUFV3013 to pEARLEY103 through recombination. The resulting clone expresses NAC065-GFP protein fusion, under the control of 35S promoter. |
| pUFV3008 | GmNAC085 was transferred from pUFV2827 to pERALEY104 by recombination. The resulting clone expresses YFP-NAC85 protein fusion, under the control of the 35S promoter. |
| pUFV3009 | GmNAC085 ORF was amplified from pUFV2827 and cloned into pDONR201 by recombination. |
| pUFV3010 | GmNAC085 ORF was transferred from pUFV3009 to pDEST22 by recombination, generating AD-NAC085 fusion. |
| pUFV3011 | GmNAC177 ORF was amplified from pUFV2826 and cloned into pDONR 207 by recombination. |
| pUFV3012 | GmNAC177 ORF was transferred from pUFV2826 to pDEST22 through recombination, generating AD-NAC117 fusion. |
| pUFV3013 | GmNAC065 ORF was amplified from pUFV2589 and cloned into pDONR 207 by recombination. |

*All recombinant plasmids were obtained through the GATEWAY system.

**TabeS4.Primers for qRT-PCR.**

| **Primer** | **Sequence (5’ - 3’)** | **Gene Identity** |
| --- | --- | --- |
| CNXfwd | TGATGGGGAGGAGAAGAAAAAGGC | Glyma.05G199200 |
| CNXrvs | CGGTGTAGACATGGGAAAGC | Glyma.05G199200 |
| PDIfwd | TTGGTTGAAGGCGGTACAAGGATGG | Glyma.10G217600 |
| PDIrvs | ACTCCAGCAGAACTATCTTCCCAG | Glyma.10G217600 |
| PR-4fwd | TGCGGGTGACAAATACAGGA | Glyma.19G245400 |
| PR-4rvs | TGCTGCACTGATCTACGATTCTC | Glyma.19G245400 |
| qRTNAC177fwd | AAATCCGGCAAGAGCAGAAG | Glyma.16G016400 |
| qRTNAC177rvs | CCACTGCCCGAAGATTTCA | Glyma.16G016400 |
| qRTNAC154fwd | GTAGCTCAGGCTCCAACATCC | Glyma.02G284300 |
| qRTNAC154rvs | ACCACAGACGTGAGATCATCC | Glyma.02G284300 |
| qRTNAC157fwd | GGACATTCAGATGCTTCTTCGTC | Glyma.04G014900 |
| qRTNAC157rvs | AAAGATGAGGGTGAG AGAGGC | Glyma.04G014900 |
| qRTNAC163fwd | GGTCAAAGTGTGCATGTTGAGG | Glyma.06G288500 |
| qRTNAC163rvs | TTGAGCATTTTGCCCTCCTT | Glyma.06G288500 |
| qRTNAC165fwd | TCC CTG CTA AGC CAG TTT CC | Glyma.07G192900 |
| qRTNAC165rvs | ATG AAA TTG TTG CCT CGG CG | Glyma.07G192900 |
| qRTNAC169fwd | CTGGATGCCAACGAGAATC | Glyma.10G197600 |
| qRTNAC169rvs | TATCCCCATTCCCATTGCA | Glyma.10G197600 |
| qRTNAC174fwd | GGGAGAGGACCGAATGGATTA | Glyma.12G186900 |
| qRTNAC174rvs | CTTGAGGCGACAAATGACCAA | Glyma.12G186900 |
| qRTNAC183fwd | AGC AGA GAG CTC TTC CTC CG | Glyma.19G195800 |
| qRTNAC183rvs | CCA AGA ACA TAT CCA CTT TCT CC | Glyma.19G195800 |
| qRTNAC65fwd | TGGGATTTGCCAGGTGATTT | Glyma.08G360200 |
| qRTNAC65rvs | GAGCGATTTCCGTTGGGATA | Glyma.08G360200 |
| qRTNAC85fwd | CAGCAGCAGGACGAGAAATTC | Glyma.12G149100 |
| qRTNAC85rvs | TCAAGATCCGTCGGGTTGAC | Glyma.12G149100 |
| SMPfwd | GCCGAACTGAGGAAAAGACGAACC | Glyma.20G147500 |
| SMPrvs | CTTGGGCTGTTTGTTGGTCTTC | Glyma.20G147500 |
| UNK-2fwd | GCCTCTGGATACCTGCTCAAG | Glyma.06G041800 |
| UNK-2rvs | ACCTCCTCCTCAAACTCCTCTG | Glyma.06G041800 |

* The primers were designed by PrimerExpress 3.0 software to minimize performance-penalties

How the deposited data were processed for this re-analysis (not part of the article)

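Gene expression was measured by RNA-seq in leaves of the soybean cultivar BR16, in 3 libraries of 20 DAG (V3) and 3 libraries of 80 DAG (R7). The authors extracted total RNA, depleted ribosomal RNA, prepared stranded libraries and sequenced them as paired-end reads. The authors deposited whole-number counts per gene, without normalization, for 56044 genes of the Wm82.a2.v1 gene models. The alignment and counting of the reads were done before these counts were made, and the paper's text does not name the programs or say whether the counting used strand. Reads of near-identical paralogs, and of overlapping or antisense genes, are therefore of uncertain assignment. All 6 columns of the table matched the name of a sample, and 0 columns were left unmapped.

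Library totals ranged from 10758425 to 15883253 counts, and 36691 to 39834 genes had at least 1 count in a library. The main test was edgeR's quasi-likelihood F test (edgeR 4.0.16, R 4.3.3) with TMM normalization, the default filterByExpr filter and Benjamini-Hochberg adjustment over all tested genes, at an adjusted p under 0.05 and with no fold change minimum. The threshold and the absence of a fold change minimum follow the paper. Every single adjusted p comes from edgeR unless DESeq2 or limma-voom is named, and ranges over alternatives include the values of DESeq2 and limma-voom. Expression is given as CPM of the effective library size, which is the total of the tested genes times the TMM factor. A fold change against an age with at most 3 counts in each library is a lower bound, computed against 3 counts. The quasi-likelihood test reports no standard error. Those given with edgeR's log2 fold changes are the absolute log2 fold change divided by the square root of the F statistic. Enrichment was tested with Fisher's exact test. Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and numpy 2.4.6 were used for the summaries.

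The test was run on simulated data first. Counts of 30058 genes were drawn from the means and library sizes of the real libraries, and 200 genes were changed by known fold changes. The test recovered 48.5% of the changed genes, and 79.5% of those changed by a log2 fold change of 2 or more. Of 103 calls 5.8% were false, 0 had the wrong sign, and the median error of the log2 fold change was 0.021. Far fewer genes were changed in the simulation than were DE in the real libraries (14758). These rates of recovery and of false calls therefore do not carry over to the real libraries.

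These alternatives were set before the data were examined: DESeq2's median-of-ratios factors or library size alone in place of TMM, DESeq2 1.42.0 or limma-voom (limma 3.58.1) in place of edgeR, no filter on low counts or at least 10 counts in every library, the replicate number as a block, each library left out in turn, an adjusted p under 0.01, a log2 fold change of at least 1, adjustment over the GmNAC genes alone, the subfamilies of Supplementary Table 7, and 10000 random gene lists matched on mean expression. DESeq2 with a fold change prior was chosen after seeing the data. Genes that the filter removes were taken from the fits without the filter. The pairing of the libraries comes from the replicate numbers 1 to 3 in the sample names; the paper does not describe a pairing. The independent hypothesis weighting used by the paper was not applied here.

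The genes named were set before the data were examined: the genes named in the paper's text on senescence, the newly identified genes DE here or in Supplementary Table 7, the 3 largest rises and the 3 largest falls among DE genes with separate groups, the genes on which the call here and that of Supplementary Table 7 differ, the members that decide the statements on subfamilies, UKN-2, and the genes with the smallest p over the genome. Genes outside the GmNAC family have no name in the tables used here, and only 2 that rose and 2 that fell are given by their identifiers in place of 3. GmNAC033, GmNAC054, GmNAC076, GmNAC082, GmNAC102, GmNAC104, GmNAC122 and GmNAC124 are outside this rule and were named after their values were seen. GmNAC names were taken from Supplementary Table 1 and subfamilies from Figure 2. Gene coordinates, length and GC content were not used here.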

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

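The tests of other splits of the libraries and of their scaling, and all tests on GmNAC011 and GmNAC103, were chosen after the results or the counts behind them were seen; the tests of the 2 genes with most counts and of library size were set before their own results were seen.

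The paper reports the GmNAC genes of this comparison, and the other genes of the table are outside those it discusses. Among the 30058 genes tested, 14758 were DE, of which 6946 were up-regulated and 7812 down-regulated. The smallest p-values among the genes that rose were those of Glyma.02G288700 (log2 fold change 7.78) and Glyma.13G265800 (4.64), and among those that fell those of Glyma.11G144800 (−6.99) and Glyma.18G034600 (−7.14), each with the same direction in 3 of 3 libraries and an adjusted p of 3.99e-05. The 6 libraries can be divided into 2 groups of 3 in 10 ways, of which 4 part all same-numbered pairs as the real one does. Of these 4 splits, 1 (the real one) gave as many DE genes, and so it was for the number of GmNAC genes (1 of 4), of up-regulated (1 of 4), down-regulated (1 of 4) and newly identified GmNAC genes (1 of 4). The other splits, including those that part 1 pair, gave 0 DE genes, and 47 to 1196 genes with an unadjusted p under 0.05, against 16743 for the real split. With so few splits, the share could not fall under 0.05 whatever the data, so that this test by itself cannot tell these numbers apart from a grouping of the libraries by chance.

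A change in the scaling of the libraries left at least 13284 DE genes, under library size alone. Glyma.13G028200 and Glyma.11G162200 together took 25.3% to 37.2% of the counts of a library, and without these 2 genes 14776 genes were DE. After all libraries were thinned to the smallest total, 14180 genes were DE. None of these changes lowered the number by 1.5 times, so that scaling, the 2 genes with most counts and library size do not by themselves explain it. GC content and gene length bias were not tested, because no values of these properties at hand matched the gene identifiers. The large number of changed genes may reflect the contrast of age and stage, or of leaf position if it differed. This is a hypothesis that cannot be told apart from the explanations left untested.

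GmNAC011, of SNAC-A (ATAF), had a log2 fold change of −2.30 and is not in the paper's list of DE genes. Its libraries of 80 DAG were lower than those of 20 DAG in 3 of 3 cases, with 75, 71 and 45 counts against 121, 305 and 272. Reads shared with its paralog GmNAC109 are a candidate explanation. The summed counts of both genes also fell (log2 fold change −1.66, adjusted p = 0.00150), which goes against a mere move of reads to GmNAC109. GmNAC109 was itself DE and lower at 80 DAG (log2 fold change −1.13, adjusted p = 0.00436), so that the sum does not set aside reads that GmNAC011 took from GmNAC109. With each library left out in turn the largest adjusted p was 0.0121, and under the other scalings it was 0.00275, so that neither a single library nor the scaling explains the fall. GC content and length bias were not tested. A fixed share of GmNAC109 reads in an unchanged GmNAC011 could not make GmNAC011 fall further than GmNAC109. Over the 13 alternatives the log2 fold change was −2.56 to −2.09 for GmNAC011 and −1.32 to −0.90 for GmNAC109. This argues against such reads as the whole of the fall. A lower expression of GmNAC011 in leaves of 80 DAG remains a hypothesis, as a share that changes with age was not tested.

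GmNAC103, of OsNAC8, had a log2 fold change of −1.12 and is also absent from the paper's list. It had 48, 59 and 41 counts at 20 DAG and 33, 27 and 34 at 80 DAG. The summed counts of GmNAC103 and its subfamily member GmNAC174 also fell, by 0.43 on the log2 scale (adjusted p = 0.0380), and GmNAC174 itself did not rise (log2 fold change −0.22), so that reads moved to GmNAC174 do not explain the fall. With each library left out in turn the largest adjusted p was 0.0251, and under the other scalings it was 0.0298. GC content and length bias were not tested, and the fall cannot be told apart from them.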

How the results depend on the processing

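All alternatives but DESeq2 with a fold change prior, which was chosen after seeing the data, were set before the data were examined. The number of DE genes was 14758 in the main setting, and 14766 with DESeq2's size factors, 13284 with library size only, 16512 with DESeq2, 14502 with limma-voom, 16848 with no filter on low counts, 10744 with at least 10 counts in every library, 11702 with the replicate block and 10926 with a log2 fold change of at least 1. It was 9492 at an adjusted p under 0.01, and 11696 to 14817 with each library left out in turn. The last filter on counts removes genes that are silent at one age. The number of DE GmNAC genes was 48, with 42 to 71 under the alternatives other than the stricter filter, the stricter threshold, the replicate block and the omission of a library. Of the 48, 45 were also DE with library size only, 46 with DESeq2, 40 with limma-voom and 47 with no filter.

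With DESeq2, 30 GmNAC genes were down-regulated (14 in the main setting), 10 newly identified genes were DE (5), 2 genes of Senu5 were DE (1), and the odds ratio of GmNAC genes against the other genes was 1.65, past the threshold (1.35, not past it). With no filter on low counts, 71 GmNAC genes were DE, 30 were down-regulated, 10 newly identified genes were DE and 3 genes of Senu5. With limma-voom 5 genes of SNAC-A (ATAF) were DE in place of 8. With at least 10 counts in every library, 30 GmNAC genes were DE, 22 up-regulated and 8 down-regulated, with 2 in TERN and 5 in SNAC-B (NAP), against 48, 34, 14, 6 and 8. At an adjusted p under 0.01, 29 GmNAC genes were DE, 19 up-regulated, with 3 newly identified genes, 5 in SNAC-A (ATAF), 2 in TERN and 1 in TIP. With a log2 fold change of at least 1, the odds ratio of GmNAC genes was 1.97, past the threshold. DESeq2 with a fold change prior, chosen after seeing the data, gave 30 down-regulated and 10 newly identified genes. The pairs of Table 2 that changed in the same direction were 11 with DESeq2 and 11 of 15 with no filter, against 3 of 3, since more pairs had values for both genes. Some of the added pairs had genes with at most 3 counts in each library, whose direction carries little information. The cause of the other changes was not tested.

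Across the 6 fits that each left out one library, 37 to 53 GmNAC genes were DE, 25 to 39 up-regulated, 12 to 20 down-regulated and 4 to 8 newly identified. The range was 5 to 9 in SNAC-A (ATAF), 4 to 8 in TERN, 7 to 12 in SNAC-B (NAP), and 3 to 5 for the pairs of Table 2. The odds ratio of GmNAC genes was 1.11 to 1.50 and never past the threshold, and that of up-regulation was 1.97 to 3.76 and always past it. TIP (2) and OsNAC8 (1) kept their numbers of DE genes in these fits. ANAC011 had 0 DE genes in these fits and under the other alternatives, and 0 of its 2 tested genes had an unadjusted p under 0.05.

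With the replicate block, 38 GmNAC genes were DE (27 up-regulated, 11 down-regulated, 4 newly identified), 37 of them among the 48 of the main setting. The deviations of same-numbered libraries had correlations of −0.24, −0.33 and 0.08, with a mean of −0.162, so that the numbers do not show a pairing of the libraries. GmNAC018, GmNAC101 and GmNAC169 were among the genes past the threshold without the block and not with it. The block also uses up residual degrees of freedom, so that a call lost with it need not mean a smaller change. The log2 fold changes without and with it were 2.02 and 1.90 for GmNAC018, −3.12 and −2.64 for GmNAC101, and −0.58 and −0.57 for GmNAC169.

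For single genes, 550 values were computed for 41 genes, of which 492 had the same direction and the same side of the threshold, 51 were weaker, 5 stronger and 2 reversed. GmNAC177 had a log2 fold change of 0.23 and GmNAC130 of −0.19, neither past the threshold. The fits that each left out one library gave −0.037 to 0.46 for GmNAC177, and the cause was not tested. Library size only gave 0.067 for GmNAC130, a move of the size and direction by which that scaling moved the median of all tested genes (from −0.02 to 0.21). The subfamilies of Supplementary Table 7, which place GmNAC183 in NAM, left 6 DE genes in TERN, since GmNAC183 was not tested. Alternatives with GC content and gene length, alone or with the replicate block, were not run, because no values of these properties matched the gene identifiers. Some values have no counterpart under an alternative, because the gene did not pass its filter. Of the 180 GmNAC genes, 85 passed the filter on low counts. GmNAC163, GmNAC175 and GmNAC183 did not pass it, and each was past the threshold in the fit without the filter and under 10 of 10 alternatives.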

Differences from the paper's values

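The paper gives 44% of the GmNAC genes as DE and lists 79 genes, and here 26.7% (48 genes) were DE. Among the alternatives set before the data were examined, DESeq2, no filter on low counts and the omission of replicate 1 of 20 DAG brought both values within 1.5 times of the paper's, and the others did not. The paper lists 54 up-regulated genes and 34 were found here. DESeq2 (40) and no filter (41) came within 1.5 times of the paper's number without reaching it. So did the omission of replicate 2 of 20 DAG (39) or of replicate 2 of 80 DAG (38). The paper lists 25 down-regulated genes and 14 were found here. DESeq2 (30), no filter (30) and the omission of replicate 1 of 20 DAG (20) came within 1.5 times of the paper's number. The paper gives 8 newly identified DE genes and 5 were found here. DESeq2 (10) and no filter (10) came within 1.5 times of the paper's number. So did the omission of replicate 1 (8) or 2 (6) of 20 DAG or of replicate 1 (6) or 2 (7) of 80 DAG. The paper lists 2 DE genes in Senu5 and 1 was found here. DESeq2 (2) and no filter (3) came within 1.5 times of that, though with GmNAC033, which the paper does not list. DESeq2 with a fold change prior, chosen after seeing the values, also brought the number of DE GmNAC genes to 70.

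For 4 genes the log2 fold change differed from the paper's by more than the spread between replicates (SD of log2 CPM with 0.5 added, combined over both ages); only for GmNAC053 was the difference also larger than the standard error of the fit. Genes with at most 3 counts in each library of an age were compared as lower bounds, and none of them differed. It was 1.16 against the paper's 1.03 for GmNAC008, which the omission of replicate 1 of 20 DAG or of replicate 3 of 80 DAG closed. It was 0.67 against the paper's 1.32 for GmNAC025, closed by library size only and by the omission of replicate 2 or 3 of 20 DAG or of replicate 2 or 3 of 80 DAG. It was 0.48 against the paper's 0.77 for GmNAC053, closed by library size only and by the omission of replicate 1 of 20 DAG. It was −2.13 against the paper's −1.78 for GmNAC017, closed by library size only and by the omission of replicate 2 or 3 of 80 DAG. GmNAC025 and GmNAC017 did not pass the filter, and their values come from fits without it. The other alternatives set before the data were examined did not close these gaps.

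Of the 79 genes the paper lists, 46 were DE here, all in the same direction, and 33 were not. Of these 33 genes 17 had too few counts to be tested and 16 were tested. Alternatives set before the data were examined called 21 of the 33. DESeq2 and no filter both called GmNAC005, GmNAC015, GmNAC017, GmNAC057, GmNAC060, GmNAC085, GmNAC088, GmNAC090, GmNAC099, GmNAC163, GmNAC175 and GmNAC183. DESeq2 called GmNAC010 and GmNAC035, no filter called GmNAC032, limma-voom called GmNAC003 and GmNAC010, the replicate block called GmNAC003, and library size only called GmNAC051. Adjustment over the GmNAC genes alone called GmNAC051 and GmNAC085. The omission of replicate 1 of 20 DAG called GmNAC035, GmNAC085, GmNAC090, GmNAC099, GmNAC151, GmNAC163 and GmNAC183, and that of replicate 2 of 20 DAG called GmNAC003, GmNAC010, GmNAC032, GmNAC052, GmNAC099, GmNAC116, GmNAC144 and GmNAC183. The omission of replicate 3 of 20 DAG called GmNAC099 and GmNAC183. The omission of replicate 1 or of replicate 3 of 80 DAG called GmNAC090 and GmNAC163, and that of replicate 2 of 80 DAG called GmNAC060, GmNAC088, GmNAC090, GmNAC099, GmNAC163 and GmNAC183. With no filter and replicate 2 of 20 DAG left out together, GmNAC043 and GmNAC110 were past the threshold, and GmNAC110 also with no filter and without replicate 2 of 80 DAG. GmNAC001, GmNAC025, GmNAC041, GmNAC046, GmNAC053, GmNAC065, GmNAC075, GmNAC097, GmNAC114 and GmNAC135 were called in none of the fits. DESeq2 with a fold change prior, chosen after seeing the values, shared 58 genes with the paper's list, as did DESeq2 without it.

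The paper describes GmNAC065 as induced by senescence, from RNA-seq and qRT-PCR, and its log2 fold change of 0.45 here had an adjusted p of 0.111. The paper's log2 fold change of 0.49 for GmNAC065 was close to it, so that the call differed and not the direction. These values are for Glyma.08G360200, the identifier in the paper's Results and primers. The paper's Discussion gives Glyma.08G307100 instead, which is GmNAC064 here. GmNAC064 was DE, with a log2 fold change of 2.48 (adjusted p = 0.0212; 0.0761 with the replicate block). The paper describes GmNAC085 as repressed, and its log2 fold change of −3.05 here had an adjusted p of 0.0504, just above the threshold. The paper's log2 fold change for GmNAC085 was −2.63, in the same direction. The paper states that OsNAC8 has no senescence-associated gene, and GmNAC103 was DE with an adjusted p of 0.00504. The paper ranks SNAC-A (ATAF), TERN and TIP as the most represented subfamilies, and here TIP shared its 50.0% with ANAC063 and OsNAC8. DESeq2 raised SNAC-A (ATAF) to 90.9%, and no filter on low counts raised TERN to 80.0%. Under both TIP stayed at 50.0%, behind ONAC022 with 53.8%. The 80.0% of TERN counts GmNAC183, which Supplementary Table 7 places in NAM. With GmNAC183 in TERN, the paper's list holds 9 genes of TERN. The paper states that the DE genes of Senu5 were all up-regulated, and without the filter GmNAC033 and GmNAC054 were DE and down-regulated (GmNAC033 also with DESeq2). GmNAC011 was DE here and is not in the paper's list. The paper lists 1 up-regulated and 4 down-regulated genes of VND-NAC, and here 3 were down-regulated; without the filter 10 were down-regulated and none up-regulated.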

Other observations

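Of the tests below, the one that subtracts the change of UKN-2 was chosen after that change and the changes of the 5 genes were seen; the permutation of the duplicated pairs and the random lists were set before the data were examined. The replicates of 20 DAG were not equally alike. Replicates 2 and 3 had a Spearman correlation of 0.965 across genes, against 0.898 for replicates 1 and 2 and 0.938 for replicates 1 and 3. At 80 DAG, replicates 1 and 3 had 0.980, against 0.950 and 0.946 for the pairs with replicate 2. The first principal component took 84.6% of the variance and parted the ages, and the second took 8.1%, with replicate 1 of 20 DAG at 74.4 and replicate 2 of 80 DAG at 44.8 on one side and the other libraries between −66.1 and −11.8. The deviations of these 2 libraries from the means of their ages had a correlation of 0.364 across genes; genes are not independent replicates. GmNAC085, GmNAC092, GmNAC101 and GmNAC038 had 1, 12, 54 and 19 counts in replicate 1 of 20 DAG and 176, 625, 931 and 647 in replicate 2. GmNAC030, GmNAC039 and GmNAC081 had 372, 415 and 215 counts in replicate 2 of 80 DAG, and 4261, 2747 and 1767 in replicate 1. GmNAC124 (Glyma.16G043200), chosen after its values were seen, followed this at 20 DAG, with 23, 139 and 75 counts, but not at 80 DAG, with values of 81.9, 101 and 80.6 CPM. No batch is given for the libraries, and no explanation was tested.

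The qRT-PCR of the paper used UKN-2 (Glyma.06G041800) as its normalizer. In the RNA-seq libraries UKN-2 had 9, 11 and 12 counts at 20 DAG and 22, 18 and 18 at 80 DAG, a low level, below which only 6.30% of the tested genes lay. Its log2 fold change was 0.38 (standard error 0.29, adjusted p = 0.310 from edgeR's quasi-likelihood test), 0.39 with the replicate block (adjusted p = 0.422), and 0.26 to 0.52 with each library left out in turn, never past the threshold. The RNA-seq log2 fold changes of the 5 genes measured by qRT-PCR differed from the paper's qRT-PCR values by 1.51 on average (absolute difference), with the fitted value for GmNAC163, whose true fall is only known as a lower bound. A change of UKN-2 is a candidate explanation. Subtracting it lowered the mean difference to 1.34, and as UKN-2 itself was not past the threshold this mean does not decide. A change of the normalizer would move all 5 genes alike, and the differences ran from −0.36 for GmNAC065 to 3.11 for GmNAC183. After the subtraction that of GmNAC065 was larger in size (−0.74) and that of GmNAC183 was still 2.73, so that the measured change of UKN-2 does not account for the largest difference. GmNAC163 and GmNAC183 had the fewest counts of the 5.

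The hypothesis that the duplicated pairs of Table 2 change alike with age was tested by permuting the partners. Both genes were tested in only 3 pairs, of which 3 changed in the same direction, with a mean absolute difference of log2 fold changes of 0.577 (permutation test with 100000 resamples, p = 0.0665, about the smallest these few pairs can give), so that the test cannot reach the threshold. In the fit without the filter on low counts 15 pairs could be compared, 11 changed in the same direction, the 5 pairs with both genes DE did so in each case, and the mean absolute difference was 1.78 (permutation test with 100000 resamples, p = 0.00044). Both partners of GmNAC157/GmNAC162, GmNAC158/GmNAC173 and GmNAC117/GmNAC166, and GmNAC180 of the pair with GmNAC025, had at most 3 counts in each library. Their fitted changes carry little information, so the count of 11 and the permutation p do not decide whether partners change alike. The shared direction is thus shown only for the 5 pairs with both genes DE. Reads shared by near-identical partners were not tested as a source of it.

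In VND-NAC, which the paper links to vascular and cell wall development, GmNAC048, GmNAC122 and GmNAC076 were DE and lower at 80 DAG. GmNAC048 had 26, 22 and 24 counts at 20 DAG and none at 80 DAG. GmNAC122 had 19, 14 and 9 counts against 0, 0 and 1, at least 5.42-fold lower (adjusted p = 0.00166), and GmNAC076 had a log2 fold change of −1.30 (adjusted p = 0.0429). GmNAC076 was not past the threshold with the replicate block (adjusted p = 0.0650), with DESeq2 (0.0572) or without the filter on low counts (0.0541). With library size only and with limma-voom GmNAC076 was also not DE. GmNAC122 and GmNAC076 were chosen after their values were seen. The direction was also down for each VND-NAC gene called under the other scalings, where 2 or 3 were DE. No explanation was tested.

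The log2 fold changes of DESeq2 here had the direction of the paper's in 79 of 79 genes of its list, with a median difference of 0.01. The adjusted p here was larger than the paper's in 79 of 79 genes, and the median ratio of log10 adjusted p, the paper's over the one here, was 2.48. The independent hypothesis weighting of the paper was not applied here, and no explanation of the smaller p-values was tested.

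The share of DE genes among the GmNAC genes was also compared with 10000 random lists of 85 genes matched on mean expression. The odds ratio was 1.33, and the permutation test of the gene labels gave p = 0.211. Of the 85 tested GmNAC genes, 50 had ages that did not overlap, against 10% by chance.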
